# Phenotypic heterogeneity drives differential disease outcome in a mouse model of triple negative breast cancer

**DOI:** 10.3389/fonc.2023.1230647

**Published:** 2023-09-29

**Authors:** Archana P. Thankamony, Sonny Ramkomuth, Shikha T. Ramesh, Reshma Murali, Priyanka Chakraborty, Nitheesh Karthikeyan, Binitha Anu Varghese, Vishnu Sunil Jaikumar, Mohit Kumar Jolly, Alexander Swarbrick, Radhika Nair

**Keywords:** intratumoral heterogeneity, TNBC, MACC1, phenotypic heterogeneity, Lovastatin

## Abstract

The triple negative breast cancer (TNBC) subtype is one of the most aggressive forms of breast cancer that has poor clinical outcome and is an unmet clinical challenge. Accumulating evidence suggests that intratumoral heterogeneity or the presence of phenotypically distinct cell populations within a tumor play a crucial role in chemoresistance, tumor progression and metastasis. An increased understanding of the molecular regulators of intratumoral heterogeneity is crucial to the development of effective therapeutic strategies in TNBC. To this end, we used an unbiased approach to identify a molecular mediator of intratumoral heterogeneity in breast cancer by isolating two tumor cell populations (T1 and T2) from the 4T1 TNBC model. Phenotypic characterization revealed that the cells are different in terms of their morphology, proliferation and self-renewal ability *in vitro* as well as primary tumor formation and metastatic potential *in vivo*. Bioinformatic analysis followed by Kaplan Meier survival analysis in TNBC patients identified Metastasis associated colon cancer 1 (Macc1) as one of the top candidate genes mediating the aggressive phenotype in the T1 tumor cells. The role of Macc1 in regulating the proliferative phenotype was validated and taken forward in a therapeutic context with Lovastatin, a small molecule transcriptional inhibitor of Macc1 to target the T1 cell population. This study increases our understanding of the molecular underpinnings of intratumoral heterogeneity in breast cancer that is critical to improve the treatment of women currently living with the highly aggressive TNBC subtype.

## 1 Introduction

Breast cancer is a highly heterogeneous disease and displays considerable diversity among patients (intertumoral heterogeneity) as well as within a tumor (intratumoral heterogeneity) (1, 2). The differences in the expression of hormonal receptors (ER/PR), human epidermal growth factor receptor 2 (HER2), Ki67 proliferation index and gene expression profiles among patients has enabled the classification of breast cancer into distinct subtypes: Luminal A, Luminal B, HER2 + and TNBC (1–4). The TNBC subtype constitutes 10-20% of all breast cancer cases (5–8) and is defined by the lack of expression of ER, PR and HER2 receptors (9–12). Consequently, patients with TNBC do not respond to hormonal or anti-HER2 therapies (13). Currently there are no molecular targeted therapies against TNBC and chemotherapy is the mainstay treatment option (8). Unfortunately, only 20% of TNBC cases respond to conventional chemotherapy (13) and is characterized by aggressive clinical course with cerebral and visceral metastasis. Compared to other subtypes, TNBC patients show significantly poor prognosis and lower overall survival (14, 15) making it imperative to devise new therapeutic strategies for targeting the disease.

Although TNBC is treated as a single clinical entity, recent genomic, transcriptomic and proteomic characterization has revealed profound heterogeneity with in TNBC (12, 16–20). Based on gene expression profiling, TNBC can be further classified into distinct molecular subtypes that have unique biological features and varied response to chemotherapy (21–24). Intratumoral heterogeneity refers to the presence of distinct cell populations within the same tumor with varying genetic, morphologic and phenotypic characteristics (25–28). This heterogeneity could arise as a consequence of cell intrinsic factors like genetic or epigenetic alterations, along with cell extrinsic or microenvironmental fluctuations (13). Intratumoral heterogeneity is regarded as a major driver of tumor progression, therapeutic resistance and metastasis (18, 29). Hence, increased understanding of the molecular mechanisms underlying this phenomenon is key for efficient therapeutic targeting of the TNBC subtype (30).

Accumulating evidences suggest that distinct cell populations derived from the triple negative breast cancer display varied tumor growth and metastatic potential (27, 29, 31). Various studies have shown that distinct tumor cell populations may also cooperate to promote tumor aggressiveness in breast cancer (31–33). For instance, Martin-Pardillos et al. isolated several clonal cell populations from the MDA-MB-231 TNBC cell line by marking different clones using fluorescent proteins (33). They found that some clones were able induce aggressiveness in other clones through soluble factors, extracellular vesicles or physical interactions. Another study by Kuiken et al. has shown that distinct clonal subpopulations derived from a human TNBC cell line MDA-MB-468 displayed significant functional heterogeneity and also varied in their growth dynamics under different contexts (34). These studies point to the importance of isolating heterogeneous tumor cell subpopulations from bulk cancers in order to unravel the molecular trappings underlying this phenomenon.

In order to dissect this further, we decided to investigate the 4T1 cell line, a widely used model system for studying TNBC heterogeneity. We were intrigued by an earlier study by Xiang et al. who observed two morphologically distinct tumor cell types following the *in vitro* culture of 4T1 primary tumor and lung metastases (35). One cell type displayed typical epithelial morphology while the other cell type was round and loosely touching the surrounding cells. However, these cells were not separately isolated or phenotypically characterized and the contribution of these two morphologically distinct tumor cells towards disease outcome was also not studied thoroughly. We have now successfully isolated two distinct tumor cell types from the primary tumor of the 4T1 model system (T1 and T2) which exhibited different *in vitro* phenotypes as well as *in vivo* disease outcomes (36). We further employed an unbiased transcriptomic analysis of the two cell populations in order to identify the key mediator of this phenotypic heterogeneity, thus opening up exciting new avenues to explore targeting of aggressive subpopulations of cells within a tumor.

## 2 Materials and methods

### 2.1 Cell culture

Mouse breast cancer cell line, 4T1, stably expressing green fluorescent protein (4T1GFP) was cultured in RPMI 1640 (11875119, Thermo Fischer Scientific) supplemented with 10% FBS (10270106, Thermo Fischer Scientific), Penicillin (100 Units/mL)/Streptomycin (100µg/mL) (15070063, Thermo Fischer Scientific), 0.25% (v/v) D+ Glucose (G8644, Sigma Aldrich), 1mM sodium pyruvate and 20mM HEPES. The primary cells were cultured in DMEM/F-12 (11320082, Thermo Fisher Scientific) supplemented with 10% FBS and Penicillin (100 Units/mL)/Streptomycin (100µg/mL). All the cells were grown in 5% CO2 incubator at 37°C.

### 2.2 *In vivo* 4T1GFP tumor model

All animal experiments were conducted in accordance with RGCB institutional animal ethics committee. In order to generate 4T1GFP spontaneous metastasis model 7x10^3^ 4T1GFP cells were injected into the fourth mammary fat pad of six to eight weeks old BALB/c mice. For the resection experiment, the primary tumor was surgically removed when the tumor reached 0.8 cm^3^ volume. For experimental metastasis assay, 5x10^5^ T1 and T2 cells in 100 µL DPBS were injected via tail vein (n=5). At ethical end point (as indicated by reduction in body weight and acute respiratory stress), mice were sacrificed and lung metastases were harvested. For long term survival analysis, mice were orthotopically injected with 7x10^3^ T1 and T2 cells (n=5 and n=9 respectively). Survival analysis was performed using GraphPad Prism software.

### 2.3 Tumor dissociation and flow cytometric analysis of cell populations

Tumors harvested from the mice were dissociated into single cell suspension for FACS sorting. Tumor dissociation into single cell suspension was carried out using the MACS mouse Tissue Dissociation Kit (Miltenyi Biotec, USA) using manufacturer’s protocols. Following the dissociation 1x10^6^ tumor cells were washed once with DPBS with salts. The cells were then incubated in FcR blocking reagent (130-092-575, Miltenyi Biotec, USA) for 10 minutes on ice. After incubation, the cells were washed twice using DPBS with salts. Cells were stained for 20 minutes on ice with fluorochrome conjugated antibodies against lineage markers EpCam-FITC (130-102-995, Miltenyi Biotec, USA), CD140a-PE (130-102-502, Miltenyi Biotec, USA). Prior to analysis the cells were washed twice and resuspended in FACS buffer (DPBS with salts + 20% FBS + 20% HEPES). The stained tumor cells were analyzed using the flow cytometer (BD FACS Aria III, BD Biosciences, San Jose, CA, USA).

### 2.4 Cell proliferation assay

5x10^2^ T1 and T2 tumor cells were seeded into 96 well plates and the cell proliferation were measured for 72 hours using MTT (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide, M6494, Thermo Fischer Scientific) assay. Briefly, 10 µl MTT solution (5mg/ml) was added to each well and incubated for 2 hours at 37°C. After incubation, the plates were centrifuged at 1200 rpm for 5 minutes at room temperature and the media was removed. The purple-colored formazan crystals were dissolved by adding 100 µL DMSO (D5879, Sigma Aldrich) and the absorbance at 570 nm was measured using plate reader (Tecan)

### 2.5 Tumorsphere assay

For sphere assay, T1 and T2 cells were trypsinized and washed with DPBS. These cell populations were then resuspended in serum free DMEM/F-12 media supplemented with 1X B27 (17504-044, Thermo Fischer Scientific), 20ng/mL bFGF (GF003, Sigma Aldrich), 4µg/mL Heparin (H3149-50KU, Sigma Aldrich). Both the cells were seeded at a density of 1x10^3^ cells per well in an ultra-low attachment 24 well plate (Corning, Sigma). Media was replenished every third day and the tumorspheres were counted by day 5.

### 2.6 Quantitative real time PCR (qRT-PCR)

Total RNA was isolated using Trizol^®^ reagent (15596026, Thermo Fischer Scientific) and 1.5 µg of RNA was used for cDNA preparation using the High-Capacity cDNA Reverse Transcription Kit (4374966, Thermo Fisher Scientific). Real-time PCR was performed using iTaq Univer SYBR Green (1725121, BioRad) on the QuantStudio 7 Flex RealTime PCR System (Applied Biosystems). The PCR conditions are 95° C for 10 minutes, followed by 40 cycles of 95° C for 30 seconds, and 60° C for 1 minute. All reactions were performed in triplicates and the transcript levels are normalized to those of β-actin. The relative fold change is determined by 2^−ΔΔCT^ method.

### 2.7 Hematoxylin & Eosin (H & E) staining

Breast tumor tissues from mice were placed on the sample cassettes and fixed in 10% neutral buffered Formalin (24-72 hours) and transferred into PBS. Samples were embedded in paraffin and 5µm thick sections were taken. Subsequently, the tissue sections were stained using Hematoxylin and Eosin (H &E) and examined for metastases. After incubating at 60° C for one hour, the sections were deparaffinized in Xylene followed by rehydration in graded isopropanol solutions. The slides were then rinsed in tap water and kept in acid alcohol for 3 seconds again followed by tap water wash. Subsequently, the slides were dipped in bluing solution three-four times. Afterwards, the slides were rinsed thrice with tap water and transferred into 70% isopropanol for 3 minutes. Following this, the sections were stained with Eosin Y for 10 minutes. After staining, dehydration was performed in graded isopropanol followed by clearing in Xylene. The slides were then mounted with DPX and were visualized using bright field microscope (Leica).

### 2.8 RNA sequencing

Total RNA from three replicates each of 4T1GFP (parental cell line), T1 and T2 cells were isolated using the RNeasy minikit (74104, Qiagen) according to manufacturer’s instructions. RNA concentration of the samples was estimated using Qubit RNA Assay BR (Q10211, Invitrogen). RNA purity was determined using QIAxpert and RNA integrity was measured using RNA ScreenTapes (5067-5576, Agilent) on TapeStation. All the 9 RNA samples passed the QC and were used for the library prep. A modified Illumina TruSeq RNA Sample Preparation V2 protocol (RS1222001) was used for making RNA sequencing libraries. The initial RNA Concentration of 500 ng was taken. First, the total RNA sample was subjected to mRNA enrichment by using Poly(A) purification beads. After purification, the mRNA was fragmented under elevated temperatures using divalent cations followed by cDNA synthesis. Indexed adapters were ligated to the cDNA and was then purified and enriched using the following thermal conditions: initial denaturation 98°C for 30 seconds; 13 cycles of 98°C for 10 seconds, 60°C for 30 seconds, 72°C for 30 seconds; final extension of 72°C for 5minutes. PCR products were then purified and checked on TapeStation D1000 DNA tapes (5067-5582, Agilent) for fragment size distribution. Using Qubit High Sensitivity Assay (Q32852, Invitrogen), the prepared libraries were quantified. Before cluster amplification, the libraries were pooled and diluted to the final loading concentration. After completing the cluster generation, the flow cell was loaded on Illumina HiSeqX instrument and 150bp paired end reads were generated.

### 2.9 Bioinformatic analysis

The FASTq files obtained after sequencing was checked for quality using FASTQC software. Following the quality check, the adapters were removed from the sequences using Trimmomatic tool. After trimming the adaptors and subsequent quality check, the reads were aligned to the mouse reference genome (Mm10) using TopHat2. HTSeq tool was used to obtain the read counts after alignment. The obtained read counts were normalized and differential gene expression analysis was performed using DESeq2. The genes which showed a false discovery rate (FDR) adjusted p value (q value) < 0.01 and Log2FC >2 were considered statistically significant. Heatmap of the differentially ex-pressed genes were constructed using HeatMap tool in the GenePattern software.

### 2.10 Kaplan Meier plotter

The top 50 differentially regulated genes with q value < 0.01 and Log2FC >2 were filtered based on their prognostic significance in triple negative breast cancer (TNBC) patients. The association of candidate gene expression with the survival of TNBC patients were analyzed using Kaplan-Meier plotter (KM plotter) database (http://kmplot.com/analysis/) which derives the gene expression and survival data of breast cancer patients from the gene expression omnibus (GEO) database. After entering the gene list in to the KM plotter database, the patient samples were split by auto-selecting best cut-off. The association of relapse free survival (RFS, n=152) and distant metastasis free survival (DMFS, n=137) with each candidate gene was determined. The analysis was performed on breast cancer patients with negative ER, PR and HER2 status). The hazard ratio (with confidence intervals) and p values were obtained from the KM plotter.

### 2.11 Analysis of single cell transcriptomic data of human breast cancer samples

The human breast cancer single-cell RNA-seq dataset previously reported by Wu et al. (37) was downloaded from the Broad Institutes Single Cell Portal (https://singlecell.broadinstitute.org/single_cell/study/SCP1039/a-single-cell-and-spatially-resolved-atlas-of-human-breast-cancers#study-download). For further information detailing pre-processing, clustering, and cell type annotation, please refer to the authors publication. The data was loaded into R and recompiled into a Seurat (v4) (38) object using the sourced matrix, feature, and barcode files. The Seurat object was sub-set to include only barcodes identified as “cancer epithelial” using the metadata provided by the authors; similarly, the UMAP embedding was recreated using UMAP coordinates obtained from the single cell portal. Only the TNBC clusters were used for further analysis. The TNBC clusters were broadly stratified into three groups (low, med, high) based on the average expression of MACC1 and visualized using plotting methods implemented in various R packages. Since the authors reported cluster segregation being strongly driven by patient of origin, this binning procedure was also applied to cluster 4 in isolation. Cluster 4 was chosen due to high relative intratumoral heterogeneity alongside cells with high MACC1 expression. The statistical analyses described were executeded on both the aggregated TNBC clusters and on cluster 4 alone, however, to minimize patient specific differences unrelated to MACC1 expression and ensure robust comparisons, a focus was put on cluster 4. Differentially expressed genes (DEGs) were identified using the MAST (39) statistical framework implemented in Seurat’s ‘FindMarkers’ method. The analysis was conducted on the high vs. low MACC1-expressing subpopulations of cluster 4. DEGs with an average log 2 fold change >= 0.5 and an adjusted p-value <0.05 were used as input to the R package “enrichR”, which provides an interface to the Enrichr database (40) A hypergeometric test was performed using enrichR to determine enrichment of Gene Ontology terms associated with the “GO_Biological_Process_2021”, “GO_Molecular_Function_2021”, and “GO_Cellular_Component_2021” databases (40, 41) Pathway enrichment was also evaluated using “The Kyoto Encyclopedia of Genes and Genomes” (KEGG) database (41). To assess gene co-expression, pairwise Pearson correlations were computed between MACC1 and every other expressed gene in cluster 4 using the ‘cor.test’ function implemented by the “Stats” R package. To counteract the impact of multiple comparisons, a Bonferroni correction was applied to each p-value. The same methods were repeated post removal of ribosomal genes.

### 2.12 siRNA mediated knockdown of Macc1

6x10^3^ T1 cells were seeded in 96 well plates. For small interference RNA (siRNA) mediated knockdown of Macc1, T1 cells were reverse transfected with 50 nM of universal negative control (control) and targeting MISSION^®^ Predesigned siRNA (Sigma Aldrich) using Lipofectamine 2000 following manufacturer’s instructions in optiMEM (31985062, Themo Fisher Scientific) media. After 24 hours, media was changed with fresh DMEM/F-12 media. The cell proliferation 48 hours post transfection was analyzed by MTT assay. For RNA isolation, 2.5x10^5^ T1 cells were seeded in a 6 well plate. 48 hours after transfection, RNA was isolated from the plates using Trizol method.

### 2.13 Lovastatin treatment

Lovastatin was obtained from Santacruz biology and was dissolved in dimethyl sulfoxide (DMSO). 10 mM stock of Lovastatin was stored at -20° C in aliquots to avoid repeated freeze thawing. To see the effect of Lovastatin on cell proliferation, 1x10^3^ T1 cells were seeded in 96 well plate. After 24 hours, the cells were treated with increasing concentrations of Lovastatin (1, 2.5, 5, 7.5 and 10 µM). T1 cells treated with an equal amount of solvent (DMSO) was used as the control. The cell proliferation 48 hours post Lovastatin treatment was analyzed by MTT assay. For RNA isolation, 5x10^5^ T1 cells were seeded in 60 mm cell culture plates. After 24 hours, the cells were treated with 6 µM Lovastatin. Total RNA was isolated from Control and Lovastatin treated cells using Trizol method 48 hours post Lovastatin treatment.

### 2.14 Western blotting

T1 and T2 cells were lysed and protein was isolated using Radioimmunoprecipitation assay (RIPA) lysis buffer (R0278-50ML, Sigma-Aldrich) with protease inhibitor (P8340-5ML, Sigma-Aldrich). The protein concentrations were quantified using BCA assay (23225, Thermo Fisher Scientific). 25 µg of total protein lysate was loaded on to 10% SDS gel and western blotting was performed as previously described (42). Antibodies used in the study are listed in **Supplementary Table 5**.

### 2.15 Statistical analysis

Statistical analyses were performed using GraphPad Prism 6 (GraphPad Software, Inc., San Diego, CA, USA). All experiments were performed in at least three biological replicates. Data are represented as mean ± standard deviation. Statistical tests used are un-paired Student’s t-test and two-way ANOVA. p-values < 0.05 were considered statistically significant with * p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001.

## 3 Results

### 3.1 Two distinct tumor cell populations were obtained from the primary tumor

Heterogeneous tumor cell populations were isolated from the 4T1GFP syngeneic tumor model as shown in **Supplementary Figure 1**. The primary tumor was surgically resected 30 days post injection (when the tumor reached the ethical volume) to recapitulate the resection that patients undergo in a clinical setting The primary tumor was then dissociated into single cells and sorted by flow cytometry into tumor epithelial (GFP+) and stromal fractions (GFP-) (**Figure 1A**; **Supplementary Figure 2A**). The stromal population was further sorted based on the expression of CD140a to obtain cancer associated fibroblasts (CAFs) (GFP-/CD140a+) (**Supplementary Figure 2B**). However, we noticed the presence of few GFP+ tumor epithelial cells along with the fibroblast cells when the sorted CAF (GFP-) cells were cultured. As shown in **Supplementary Figure 2C**, the GFP+ tumor epithelial cells eventually outnumbered the CAFs. We then resorted this CAF-tumor cell mixed population based on GFP expression to separate the GFP+ tumor epithelial cells (**Figure 1A**). Two tumor epithelial cell populations that showed distinct GFP expression levels were obtained from the GFP+ fraction - a GFP^High^ (High GFP expression) and a GFP^Low^ (Low GFP expression) cell population. Interestingly, these cell populations also displayed different morphological appearance when cultured *in vitro* which was similar to observations made by Xiang and colleagues (**Figure 1B**) (14). The GFP^High^ cells showed a round and loosely adherent morphology whereas GFP^Low^ cell population exhibited adherent, 4T1 like morphology. These cells will be referred to as T1 (GFP^Low^, Adherent) and T2 (GFP^High^, Round) in the following sections.

**Figure 1:**
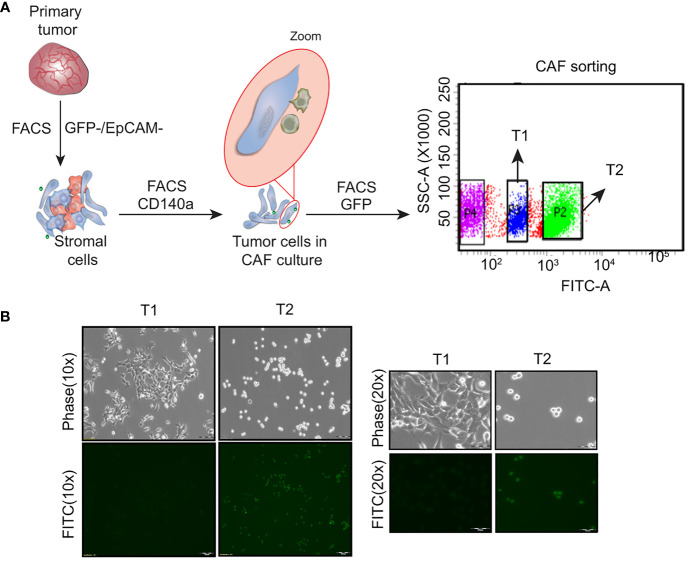
Isolation of heterogeneous tumor cell populations from primary tumor **(A)** Schematic showing the dissociation and sorting of primary tumor based on the expression of GFP and EpCam. Two distinct tumor cell populations were obtained following the sorting - an adherent cell population named as T1 and a round cell population named as T2 **(B)** Representative phase contrast and fluorescent microscopy images showing the T1 and T2 tumor cell populations. (Magnification 10x, 20x).

### 3.2 *In vitro* characterization of T1 and T2 tumor cell populations

*In vitro* phenotypic characterization of the T1 and T2 tumor cell populations was performed to study the observed morphological heterogeneity at a functional level. Proliferation analysis using the MTT assay revealed that the T1 cells showed significantly higher proliferation rate compared to T2 cells (**Figure 2A**). We next looked at a key attribute of cancer cells, self-renewal ability and observed that the T2 cells showed significantly higher self-renewal ability compared to T1 cells as indicated by the number of primary tumorspheres (**Figure 2B**). The T1 and T2 tumor cells were also different in terms of the expression of epithelial markers (EpCam, E-Cadherin), mesenchymal markers (Vimentin, Pdgfra) and dormancy associated marker (Nr2f1) as shown by the qRT-PCR analysis (**Figure 2C**).

**Figure 2:**
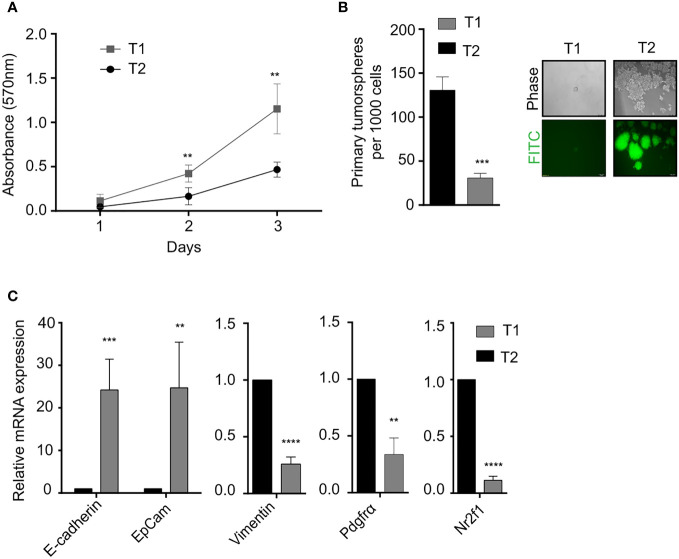
Phenotypic characterization of T1 and T2 tumor populations from primary tumor **(A)** Proliferation analysis using MTT assay shows that T1 cells proliferated at a significantly faster rate. **(B)** Quantification of the number of primary tumorspheres formed by the T1 and T2 populations in tumor-sphere assay. Phase contrast and fluorescence microscopy images showed that T1 cells formed fewer and smaller tumorspheres **(C)** Quantitative real-time PCR showing the relative mRNA expression of epithelial-mesenchymal and quiescence genes in the T1 and T2 populations from the primary tumor. Data are expressed as mean ± standard deviation. n=3, p <0.05 are considered statistically significant with **p<0.01, ***p<0.001, ****p<0.0001.

### 3.3 Phenotypic heterogeneity is linked to distinct disease outcome

The results from the *in vitro* characterization showed that we had successfully isolated two distinct tumor cells from the bulk cancer mass. We next addressed the question if the *in vitro* phenotypic heterogeneity we observed, translated to different tumorigenic capacity *in vivo*. The T1 and T2 tumor cells were orthotopically injected into the mammary fat-pad of 6 to 8 week old BALB/c female mice and primary tumor growth was monitored over 30 days. Interestingly, all the mice (5/5) that were injected with the T1 tumor cells formed primary tumors. In contrast, only 2 out of the 9 mice injected with the T2 cells formed tumors that were significantly smaller than the T1 tumors (**Figures 3A, B**). This fits in well with our observation that T1 tumor cells showed higher proliferation rate *in vitro* when compared to T2 cells. We next performed the Kaplan Meier survival analysis on the mice injected with T1 and T2 tumor cells (**Figure 3C**). Mice injected with the T1 tumor cells showed a median survival of 31 days whereas the mice injected with T2 cells showed a median survival of 150 days. Log-rank test revealed that mice injected with T1 tumor cells had significantly lower survival rate compared to mice injected with the T2 tumor cells (p = 0.0004). We also analyzed the metastatic potential of these two cell types using the experimental metastasis assay. We injected the T1 and T2 tumor cells via the lateral tail vein of BALB/c mice (n=5 each). After sacrificing the mice, lungs were harvested and examined for metastases. As shown by the representative H&E staining, all the mice injected with the T1 cells formed large lung macrometastases (5/5) (**Figure 3D**). The mice injected with the T2 cells did not exhibit lung metastasis in all the samples (4/5) and the metastases formed were smaller in size (average number of metastases per mouse = 6.4, **Supplementary Table 1**). The highly proliferative T1 cells formed large macrometastases in all the mice (5/5) and could not be quantified. The *in vivo* results clearly showed that the T1 tumor cells have significantly higher tumorigenicity and metastatic potential compared to the T2 cells (**Supplementary Table 2**).

**Figure 3:**
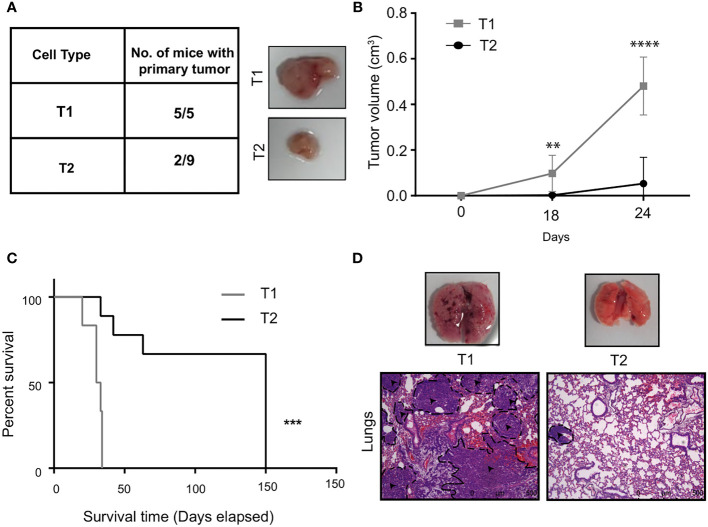
T1 cells showed highly aggressive disease outcome **(A)** *In vivo* tumorigenic potential of T1 and T2 tumor cells were analyzed by injecting 7x10^3^ tumor cells orthotopically into the fourth mammary fat-pad of BALB/c mice. Table shows the number of mice that developed primary tumors/number of mice injected. Representative image shows the primary tumors formed by T1 and T2 tumor cells after 4 weeks. The T1 cells are highly aggressive as they formed larger primary tumors compared to the T2 cells **(B)** Tumor growth curves of mice injected with T1 (n=5) and T2 cells (n=9) **(C)** Percentage survival of mice injected with T1 and T2 tumor cells. **(D)** Representative H&E staining of lungs of mice injected with 5x10^5^ T1 and T2 tumor cells via the lateral tail veins (n=5). The black dashed lines and arrows indicating the metastatic lesions. Magnification 10x. **p<0.01, ***p<0.001, ****p<0.0001.

### 3.4 Identification of candidate genes associated with poor prognosis of TNBC patients

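RNA from 3 replicates of T1 cells and 3 replicates of T2 cells was analysed here. Both populations descend from 4T1 cells, a mouse mammary carcinoma line that had been tagged with GFP, and were sorted from a primary tumor. T1 cells had low GFP and grew adherent, and T2 cells had high GFP and grew round and loosely attached. The 4T1GFP parental cells were not analysed here. The authors trimmed the reads with Trimmomatic, aligned them to mouse genome build mm10 with TopHat2, counted them per gene with HTSeq and divided the counts of each sample by a DESeq2 size factor. The deposited normalized counts covered 24129 gene names in each of the 6 samples. Up to rounding, every value was a whole multiple of what 1 read is worth in its sample, between 0.928 and 1.06 normalized counts. The reads behind each value could therefore be recovered. The T1 libraries held 18133227, 20839686 and 19743096 reads on genes, with a median of 19743096. The T2 libraries held 19587056, 18719791 and 20307207, with a median of 19587056. At least 1 read was counted for 15710 genes. Replicates of the same population differed by more than the sampling noise of their reads, with a chi-square of 8.26 to 26.1 per degree of freedom over the pairs of replicates. The comparisons below therefore rest on the spread between replicates and not on counting error. The 11514 genes with a mean of at least 10 normalized counts over the 6 samples were compared with limma on log2(normalized count + 1). Fold changes are on that scale, which understates the change of genes with few reads.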

To identify the differentially expressed genes involved in mediating the phenotypic het-erogeneity in the 4T1 primary tumor and aggressive phenotype of T1 cells compared to the T2 cells, we performed transcriptomic analysis on the 4T1GFP (parental), T1 and T2 cells using RNA sequencing (**Supplementary Figure 3**). RNA sequencing was performed using the Illumina HiSeqX platform. The read counts were normalized and differential gene expression analysis was performed using DESeq2 which uses median of ratios as normalization method. 

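Of the 11514 genes compared, 5701 differed between T1 and T2 cells at an adjusted p-value under 0.01 (limma with Benjamini-Hochberg adjustment). Of these, 2888 were higher and 2813 lower in T1 cells. With the further filter of the methods, a log2 fold change above 2 in either direction, 480 genes were higher and 484 lower in T1 cells. In all 964 of these genes, the 3 T1 values lay on one side of the 3 T2 values. The same was true of 7845 of the genes compared (68.1%), where chance gives 10% for 3 samples against 3. In 119 of the 480 genes higher in T1 cells, no T2 library held more than 3 reads of the gene, and the fitted fold changes of these genes depend on the pseudocount. In 81 of the 484 genes lower in T1 cells, the same held for the T1 libraries. The median log2 fold change over the genes compared was -0.0055, which the authors' scaling by the median of ratios holds near 0. The counts moved most with wider filters: an adjusted p-value under 0.05 and a log2 fold change above 1 gave 1135 genes higher and 1310 lower in T1 cells.

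**Figure D1:**
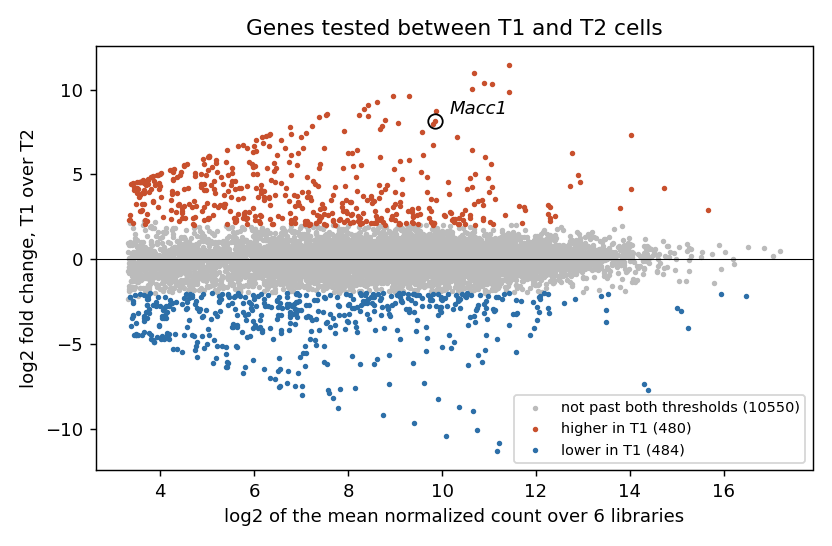
Log2 fold change of T1 over T2 cells (limma) against the log2 of the mean normalized count over the 6 libraries, 1 point per gene compared. The 480 genes higher in T1 cells are orange, the 484 lower genes are blue, and a ring marks Macc1.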

The top candidate genes were then identified based on the filters such as q-value < 0.01 and Log2 fold change >2 (**Supplementary Figure 3**). Based on the filters, top 50 candidate genes upregulated in the T1 compared to T2 population were obtained (**Supplementary Table 3**).

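All 50 genes of Supplementary Table 3 passed both filters as higher in T1 cells. Their limma log2 fold changes were at least 5.59, and their largest adjusted p-value was 1.74e-05 (limma with Benjamini-Hochberg adjustment). In each of the 50 genes every T1 library was above every T2 library. No T2 library held more than 3 reads for 22 of the genes, and 8 had no read in any T2 library. Fgfbp1, first in the table, lies on chromosome 5 of mm10 from 43978858 to 43981779. Its normalized count was 5484 ± 389 (SD, n = 3) in T1 cells, and each T2 library held 1 read, which makes it at least 1871-fold higher in T1 cells. Dsg2 (chromosome 18, 20558074 to 20604521), whose span overlaps an annotated antisense gene, reached 3280 ± 920 (SD, n = 3) in T1 cells and was at least 1119-fold higher there. Dsp (chromosome 13, 38151294 to 38198577), which also overlaps an annotated transcript on the other strand, had 4279 ± 401 normalized counts in T1 cells and 2.57 ± 1.46 in T2 cells (SD, n = 3 each). Krt14 (chromosome 11, 100203162 to 100207548) had 3795 ± 77.0 in T1 cells (SD, n = 3), while the T2 libraries held 2, 7 and 0 reads of it. Its log2 fold change was 10.36, with 11.11 without T2 replicate 2 and 9.59 without T2 replicate 3. Cldn4 (chromosome 5, 134945119 to 134946934) had 5530 ± 1370 and 5.29 ± 2.73 (SD, n = 3 each). The genes past both filters were also ranked by the ratio of their group means, with 50 genes without any T2 read set apart because they have no ratio. Of the 50 highest ratios, 34 belonged to genes of Supplementary Table 3. The other genes among these 50 had a median of 104 normalized counts in T1 cells, against a median of 816 and a lowest mean of 145 for the genes of the table. With T2 means under 3 reads raised to 3 reads, an alternative chosen after seeing the data, 44 of the 50 highest were genes of the table.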

In order to identify the genes contributing to the aggressive disease phenotype in the T1 cell population, we analyzed the association of the top 50 candidate gene’s expression with relapse and distant metastasis free survival (RFS and DMFS) in breast cancer using publicly available curated clinical datasets like TGCA in the Kaplan Meier (KM plotter) software. Macc1 was identified as the top gene for further validation as TNBC patients with a higher mean expression of MACC1 showed poor relapse-free survival (RFS - Hazards ratio/HR: 2.38, log p value: 0.01) and distant metastasis-free survival (DMFS, HR: 2.21, log p value: 0.019) compared to the patients with lower MACC1 expression (**Figures 4A, B**). We have analyzed the expression of Macc1 at protein level in the T1 and T2 cells. T1 cells showed significantly higher expression of Macc1 compared to T2 cells (**Supplementary Figure 5B**) validating our RNA sequencing analysis.

**Figure 4:**
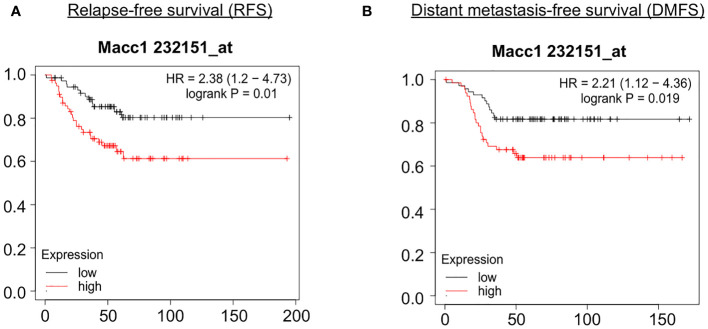
Association of relapse and distant metastasis-free survival of TNBC patients with expression of MACC1 Correlation of MACC1 gene expression with TNBC patient survival was analyzed using KM plotter. TNBC patients with higher expression (red line) of MACC1 was associated with significant lower relapse-free survival **(A)** and distant metastasis-free survival **(B)** compared to the patients with lower expression of MACC1 (black line).

### 3.5 Investigating the correlation of higher MACC1 expression with aggressive disease phenotype in human TNBC patients at single cell level

We next took the important step of correlating differential MACC1 expression with disease phenotype in human patient samples. We analyzed previously published single cell RNA sequencing data (37) and stratified the malignant epithelial cells based on molecular subtypes. We only retained the TNBC annotated clusters using the UMAP coordinates which resulted in 7 clusters with each cluster representing a single tumor/patient sample (**Figure 5A**). We screened each TNBC cluster for MACC1 expression using gene-weighted density estimation based on the log normalized counts of each cell (**Figure 5B**). In order to minimize potential noise from patient-specific differences, we focused on only one cluster - cluster 4, as it showed highest overall Macc1 expression. Interestingly, cluster 4 also displayed higher intratumoral heterogeneity within the malignant individual cells leading to a clear bifurcation in the cluster (**Figure 5B**). In order to investigate the intratumoral heterogeneity in the MACC1 expression in cluster 4 (**Figure 5C**), we binned the cells based on their average MACC1 expression. We collapsed the medium and high expression groups into a single group to improve the power of our comparisons though it reduced the magnitude of the average expression value of MACC1 between the groups being compared (low MACC1 expressing cells = 189 and medium/high MACC1 expressing cells = 94). Interestingly, a clear distinction in the gene expression pattern of cluster 4 was observed (**Figure 5C**). To identify the genes and pathways associated with higher MACC1 expression, we looked at the genes that are differentially regulated in the MACC1 high versus low cells in cluster 4 (**Figure 5C**). Cells assigned to the high MACC1 expression bin were found to be enriched in genes associated with the gene ontology (GO) term ‘positive regulation of angiogenesis’(data not shown). This is interesting as MACC1 has already been reported to promote angiogenesis in many cancers (43). In addition, we also performed the analysis of the pair wise gene correlation based on Pearson’s correlation coefficient and identified the top 12 genes that showed significant positive correlation with MACC1 expression (**Figure 5D**). The functional relevance of these genes in breast cancer progression was then determined. Among the positively correlated genes, EF1A1, TPT1, S100A11, PABPC1, B2M, CLDN4, HSP90AA1, UQCRH were found to be associated with aggressive disease phenotype in breast cancer (44–50). For example, EF1A1 (Eukaryotic translation elongation factors 1 alpha 1), is known to promote tumor cell proliferation, migration and invasion in TNBC cells. Our results point to the molecular mechanism by which MACC1 can contribute to the aggressive disease phenotype in human TNBC which is being explored further in future work.

**Figure 5:**
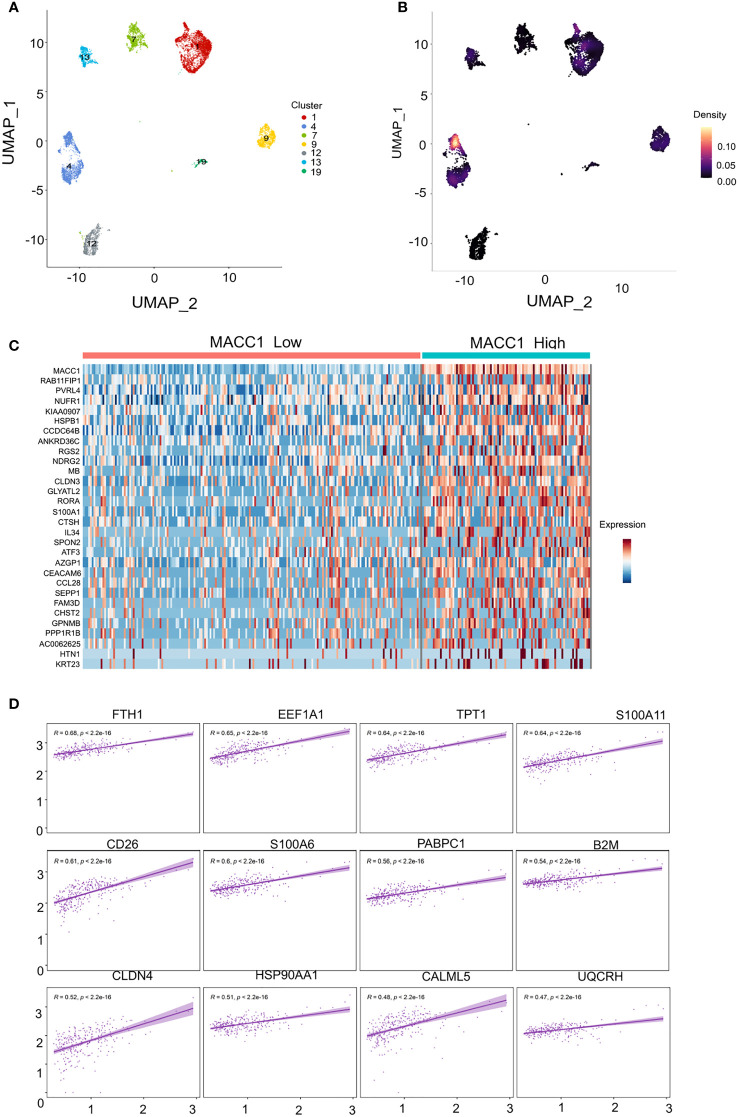
Single cell transcriptomic analysis of MACC1 expression in human TNBC samples **(A)** UMAP visualization of all malignant epithelial cells in the human TNBC samples (n= 7) **(B)** Density UMAP visualization of MACC1 expression in each of the TNBC samples (Yellow color showing highest MACC1 expression and black showing the least. **(C)** Heatmap showing top 15 up and down regulated genes associated with MACC1 high versus low cells **(D)** Top 12 positively correlated genes associated with MACC1 expression in cluster 4 (after excluding the ribosomal genes).

### 3.6 Macc1 depletion caused significant reduction in breast cancer cell proliferation

Macc1 is known to regulate a number of cellular functions in cancer including cell proliferation. We performed siRNA-based silencing of Macc1 in the aggressive T1 cells in order to evaluate the role of Macc1 gene expression in breast cancer cell proliferation. We first looked at the mRNA levels to determine if the knock down had worked. A significant reduction in the expression of Macc1 was observed 48 hours post-transfection (**Figure 6A**). Interestingly, Macc1 silencing resulted in significantly lower cell viability (**Figure 6B**) in the knock down tumor cells (siMacc1) compared to T1 tumor cells (Control).

**Figure 6:**
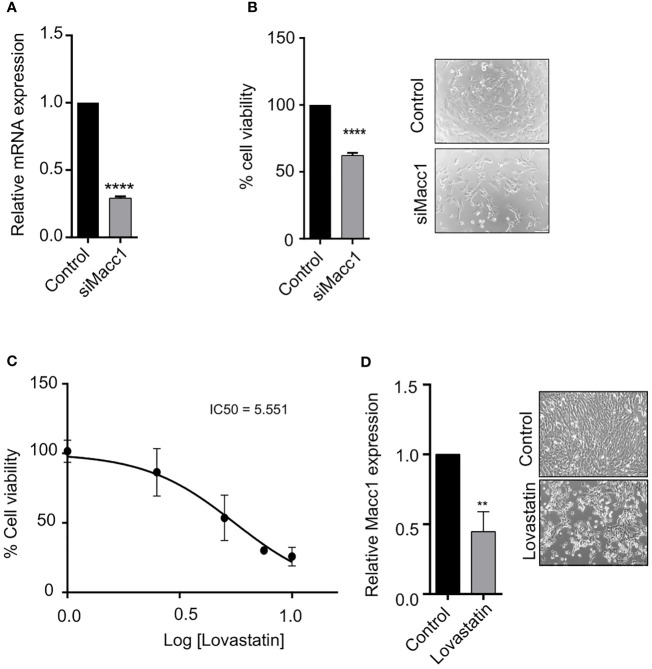
Targeting Macc1 expression affected the proliferation of aggressive breast cancer cells **(A)** Relative expression of Macc1 mRNA in T1 cells transfected with Macc1 siRNA compared to the control as quantified by the qRT-PCR. **(B)** Percentage cell viability of T1 cells following transfection of control and Macc1 siRNAs. The cells were reverse transfected with 50nM siRNAs and the cell proliferation after 48 hours were analyzed using MTT assay. Knockdown of Macc1 caused a significant reduction in the percentage cell viability compared to control. Phase contrast microscopy images showing the T1 cells transfected with Macc1 siRNA compared to control cells are shown as inset. **(C)** Graph showing the percentage cell viability of T1 cells after Lovastatin treatment. T1 cells were treated with different concentrations of Lovastatin (1, 2.5, 5, 7.5 and 10 µM) and cell viability after 48 hours was measured using MTT assay. The IC50 concentration of Lovastatin for T1 cells was then calculated using GraphPad Prism software. **(D)** The relative mRNA expression of Macc1 in Lovastatin (6 µM) treated cells compared to control as analyzed by qRT-PCR. Macc1 expression was normalized to β-actin. Phase contrast microscopy images showing the T1 cells treated with Lovastatin (6 µM) compared to DMSO treated (control) cells are shown as inset. n=3, p <0.05 are considered statistically significant with **p<0.01, ****p<0.0001.

We were interested in extending this finding to a clinical context by using Lovastatin, a small molecule transcriptional inhibitor of Macc1 (51, 52). T1 cells were treated with increasing concentrations of Lovastatin for 48 hours (**Figure 6C**). Treatment with Lovastatin resulted in a significant decrease in the T1 cell proliferation in a dose dependent manner (**Figure 6C**). We further analyzed the effect of Lovastatin on Macc1 expression. The expression of Macc1 mRNA was significantly diminished after Lovastatin treatment (**Figure 6D**). This result demonstrates proof of principle that we can target the T1 aggressive cells within a heterogenous tumor mass effectively via Macc1, by using the small molecule inhibitor Lovastatin.

## 4 Discussion

Breast cancer manifests itself in different clinico-pathological forms depending on underlying gene signatures. Intertumoral heterogeneity has been at the heart of treatment modalities of breast cancer with the success in breast cancer management arising largely from the use of targeted therapy like Tamoxifen in ER+ and Herceptin for the Her2 subtypes. But the increasing spotlight on the different cell types within a single tumor termed intratumoral heterogeneity results in the challenging situation where drug resistant cells escape and lead to relapse of the tumor. This is particularly true in the TNBC molecular subtype which though classified as a single entity based on immuno-histochemistry (IHC), actually is a group of diseases. More recent work has shown that there could also be unique “ecotypes” within tumors involving the interaction of cancer cells with the microenvironment (37) thus complicating the picture. Our work aims to deconvolute the different cell populations within a single TNBC tumor and understand if we could exploit the underlying molecular circuitry for therapeutic purposes.

The 4T1 model had previously been reported to have morphologically distinct cell types by Xiang et al., although they did not isolate and study the relationship of morphologically distinct tumor cells with disease outcomes due to technical challenges (35). We overcame this hurdle by tagging the heterogenous bulk cell population with a GFP tag, which enabled us to isolate multiple tumor cells based on their GFP expression and culture them *in vitro*. We decided to focus our current work on two cell types that displayed striking morphological distinctness in multiple passages *in vitro*. More importantly, the morphological difference also translated into differing growth kinetics, self-renewal capacity, EMT molecular markers and contrasting disease outcomes *in vivo*. This confirmed our hypothesis that a tumor is composed of non-identical cells which coexist to give different functionality to the cancer (33). We hypothesized that the slow cycling T2 cells are more stem-like when compared to T1 cells. We observed a significantly higher self-renewal ability in T2 cells in the tumorsphere assay (**Figure 2B**). In addition, T2 cells have higher expression of a dormancy associated marker Nr2f1 (4, 5) (**Figure 2C**) pointing towards their quiescent nature. In order to further test the *in vivo* self -renewal and tumor propagating capacity of the T1 and T2 cells, we will perform *in vivo* long-term tumor growth assays as a part of our future study.

In addition to this, we analyzed the EMT scores of the three cell populations by applying three different scoring methods – a 76 gene EMT signature (76GS), Kolmogorov Smirnov (KS) method and Multinomial logistic regression (MLR) method (Chakraborty et al., 2020) using the global gene expression data, to determine the epithelial-mesenchymal status of the cells. Interestingly, the EMT score calculation by all the three methods showed that the T2 cells are more mesenchymal than the 4T1GFP parental and T1 cells which aligns with our *in vitro* findings (**Supplementary Figure 4**, **Supplementary Table 4**). 

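Supplementary Table 4 gives the paper's scores for each replicate. The paper's 76GS score was 22.6 ± 1.97 in T1 cells and -37.2 ± 0.298 in T2 cells (SD, n = 3 each). Its MLR score was 1.06 ± 0.0168 and 1.25 ± 0.0270, and its KS score 0.177 ± 0.0113 and 0.295 ± 0.0109. For each score, every T1 replicate lay on one side of every T2 replicate (exact permutation test, two-sided p = 0.1, the smallest that 3 replicates against 3 allow). The scores were not recalculated here, and the genes of the following lists are read directly from the normalized counts. The lists were fixed in advance. Of 20 epithelial genes, 16 had enough reads to be compared, and all 16 were higher in T1 cells, with a median log2 fold change of 4.63, which is the same with Esrp1 at its lower bound. Of these, 13 reached an adjusted p-value under 0.01 over all genes compared, and 13 when adjusted over the list alone. As 6 of them are in Supplementary Table 3, which was selected from the same libraries, the list is not independent of it. Epcam (chromosome 17, 87635979 to 87651129) had 3141 ± 314 normalized counts in T1 cells and 34.7 ± 3.49 in T2 cells (SD, n = 3 each), a log2 fold change of 6.46. Cdh1, which encodes E-Cadherin (chromosome 8, 106603351 to 106670246), had 14748 ± 908 and 465 ± 16.2 (SD, n = 3 each), a log2 fold change of 4.98. Not every epithelial gene followed. Krt8 had a log2 fold change of 0.20, Krt18 of 0.10 and Ocln of 0.17, none of them past an adjusted p-value of 0.05 in limma. The shift of the epithelial list had an adjusted p-value of 4.8e-09 over the 4 lists tested (camera with a preset correlation, limma). Of 20 mesenchymal genes, 10 had enough reads, while 6, Cdh2 and Snai2 among them, had no read in any library. Their median log2 fold change was -1.23, with 7 genes lower and 3 higher in T1 cells. At an adjusted p-value under 0.01, 5 were lower and 3 higher over all genes compared, and the same numbers resulted when adjusted over the list alone. Vim had 33308 ± 2350 normalized counts in T1 cells and 148391 ± 16074 in T2 cells (SD, n = 3 each). S100a4 fell by 3.08 on the log2 scale in T1 cells and Twist1 had a log2 fold change of -1.44, whereas Fn1 rose by 2.90. Col1a1, with at most 1 read in a T2 library and 14 to 30 reads in the T1 libraries, was at least 7.63-fold higher in T1 cells. The mesenchymal list did not reach the threshold of 0.05 in camera (adjusted p = 0.0742 in limma's camera). Without the filter on low counts its median was 0.03, and between that and a fit with DESeq2 the adjusted p-value of the list in camera ranged from 0.41 to 0.000197. The epithelial shift was also past 0.05 in limma's fry (adjusted p = 3.7e-08) and with an estimated correlation (adjusted p = 0.0122), and the mesenchymal shift in fry alone (adjusted p = 0.000146, against 0.21 with an estimated correlation).

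**Figure D2:**
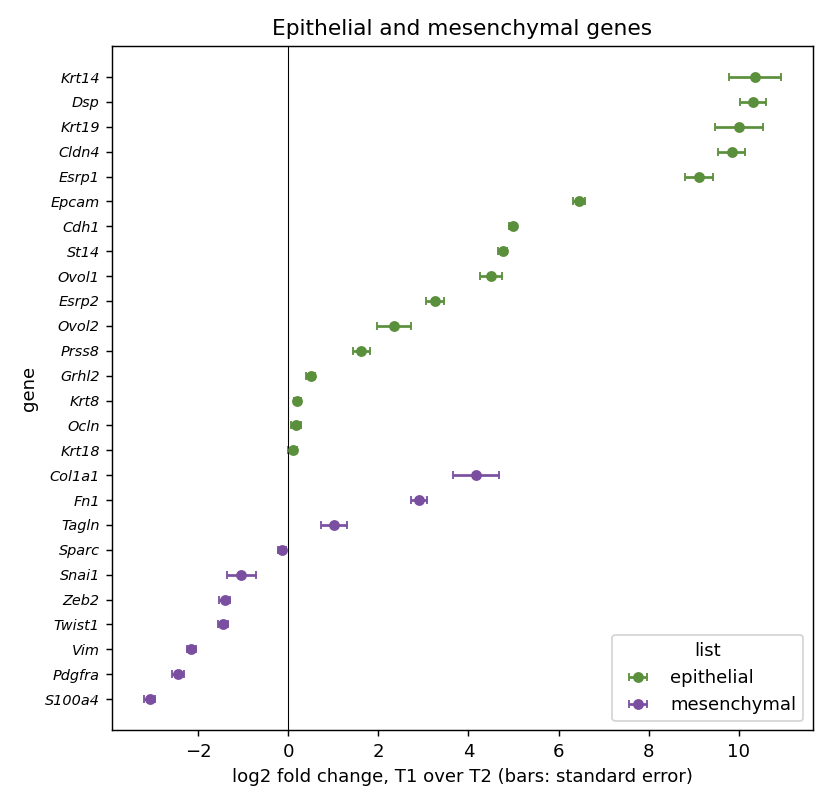
Log2 fold change of T1 over T2 cells (limma) with its standard error for the 16 epithelial and 10 mesenchymal genes compared, 1 gene per line. All 16 epithelial genes lie to the right of 0, and 7 of the 10 mesenchymal genes to the left. The points of Esrp1 and Col1a1, with at most 3 reads in every T2 library, depend on the pseudocount.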

We have also analyzed the expression of E-Cadherin and Vimentin at protein level. We observed a high expression of E-Cadherin in the T1 cells however there was no significant change in the expression of Vimentin between T1 and T2 cells (**Supplementary Figure 5A**).

The molecular mechanism of Macc1 has been extensively investigated in colorectal cancer. Macc1 is the transcriptional activator of MET and triggers the downstream PI3K-AKT and MEK/ERK signaling pathway (53). We are currently in the process of investigating the molecular pathways perturbed in the TNBC on treatment with Lovastatin that is outside the purview of the current manuscript. Our work also underscores the critical need to target different pools of tumor cells in order to get long term clinical benefit. As proof of principle for a therapeutic approach to target the aggressive T1 tumor cells, we identified Macc1 as a key gene over expressed in T1 cells and involved in the proliferative phenotype. 

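Macc1 lies on chromosome 12 of mm10 from 119314270 to 119469987, on the plus strand, with 5 annotated transcripts. Its span holds an annotated processed pseudogene, Gm18032, on the same strand. The T1 libraries held 1817, 2016 and 1738 reads of Macc1 and the T2 libraries 6, 6 and 5. Its normalized count was 1831 ± 119 in T1 cells and 5.55 ± 0.802 in T2 cells (SD, n = 3 each), a ratio of 329.8. The difference was larger than the spread between replicates, with a log2 fold change of 8.13 (standard error 0.17, adjusted p = 5.1e-10, limma with Benjamini-Hochberg adjustment). Every T1 replicate was above every T2 replicate (exact permutation test, two-sided p = 0.1, the smallest p that 3 against 3 allow). The alternative that moved the log2 fold change most was a pseudocount of 5, which gave 7.44. With each replicate left out in turn it stayed between 8.03 and 8.20. The nearest protein-coding genes in the annotation, Itgb8 and Tmem196, had no read in any library. Among the genes higher in T1 cells that had a T2 read, Macc1 ranked 19 by the ratio of group means. It is number 10 in the paper's Supplementary Table 3. The paper chose Macc1 from its 50 candidate genes because TNBC patients with higher expression showed poorer survival in Figure 4. It reports lower viability of T1 cells after Macc1 was silenced, in Figure 6B, and states that Macc1 is overexpressed in T1 cells and takes part in their proliferation.

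**Figure D3:**
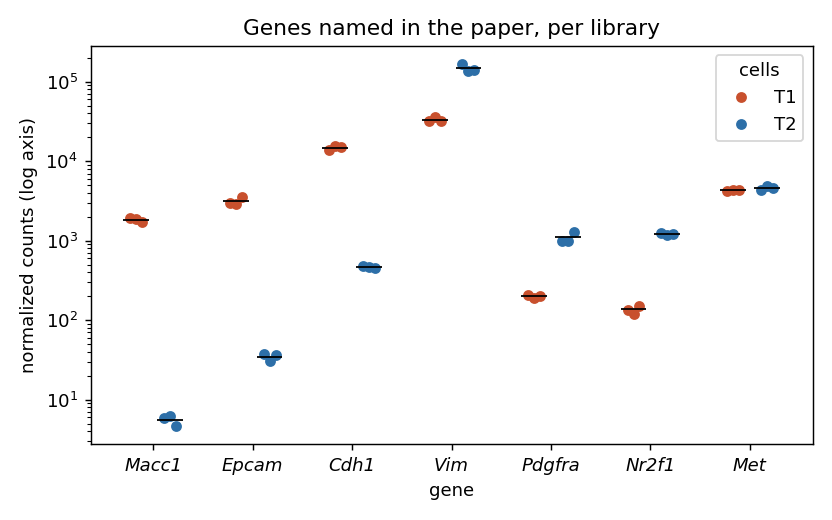
Normalized counts in T1 and T2 cells of Met and of the genes that the paper names in these cells, on a log axis. There is 1 point per library and a line at the mean of the 3 libraries of each population. Macc1 lies at 1831 in T1 and 5.55 in T2 cells, while Met lies at 4335 and 4556.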

We went on to test the therapeutic relevance of Lovastatin, as a potential candidate for treatment of TNBC patients. Lovastatin belongs to a class of a cholesterol lowering drugs called “Statins” that are widely used in treating chronic cardiovascular conditions like hypercholesterolemia (54). Lovastatin targets the rate-limiting step of the biosynthetic mevalonate pathway by inhibiting HMG-CoA reductase, thereby lowering the cholesterol levels (51). In addition to Lovastatin, several other statins including Fulvastatin, Atorvastatin, Simvastatin and Pitavastatin have also been found to reduce Macc1 expression in multiple cancer cell lines including colorectal, gastric and pancreatic cancer (55). Crucial to our hypothesis, we found that Lovastatin did cause a significant decrease in the viability of the T1 tumor cells. This is an important step in repurposing a class of drugs to target different populations in a cancer by targeting molecules critical to different cell types.

Targeting a single subpopulation of tumor cells may not be sufficient to debulk the entire tumor. Interestingly, the 4T1GFP parental cells displayed similar proliferation and tumor growth kinetics as that of the T1 cells. The correlation heatmap of the transcriptomic analysis showed that the gene expression of 4T1GFP parental cells is similar to that of T1 cells (**Supplementary Figures 6A, B, C**). In contrast, the 4T1GFP parental cells showed significantly lower sensitivity to Lovastatin treatment compared to T1 cells (IC50 10.96 µM and 5.551 µM respectively) (**Supplementary Figure 6D**) pointing to the existence of different cell populations contributing to heterogeneous therapeutic response. In addition, the different cell types with in the tumor can engage in cooperation and competition which could further influence the response to therapy (56). It will be important to understand how these cells interact with each other and collectively impact the tumor growth and therapeutic response in future work.

Our work thus adds to the growing understanding of the contribution of different cell types to tumor growth and drug response. The ability to identify and then effectively eliminate these distinct populations within a tumor will be key to achieve long term, sustained therapeutic response and better patient prognosis in TNBC.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**. The datasets generated in this study can be founded under the GEO accession number GSE195995.

## Ethics statement

All animal experiments were carried out according to the regulations of the Institutional Animal Ethics Committee (IAEC), RGCB.

## Author contributions

Conceptualization, RN and AT; methodology, AT, SR, RM, PC, NK, BV, VJ, MJ, SR, AS, and RN; validation, AT; formal analysis, AT, SRT, RM, PC, NK, BV, VJ, and SR; investigation, RN; resources, RN; writing—original draft preparation, AT and RN; writing—review and editing, all authors; visualization, AT and NK; supervision, RN; project administration, RN; funding acquisition, MJ and RN. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Phenotypic heterogeneity drives differential disease outcome in a mouse model of triple negative breast cancer
**Source:** Front Oncol. 2023 Sep 29;13:1230647. doi: 10.3389/fonc.2023.1230647
**Supplement:** Supplementary file 1

**Supplementary information**

**
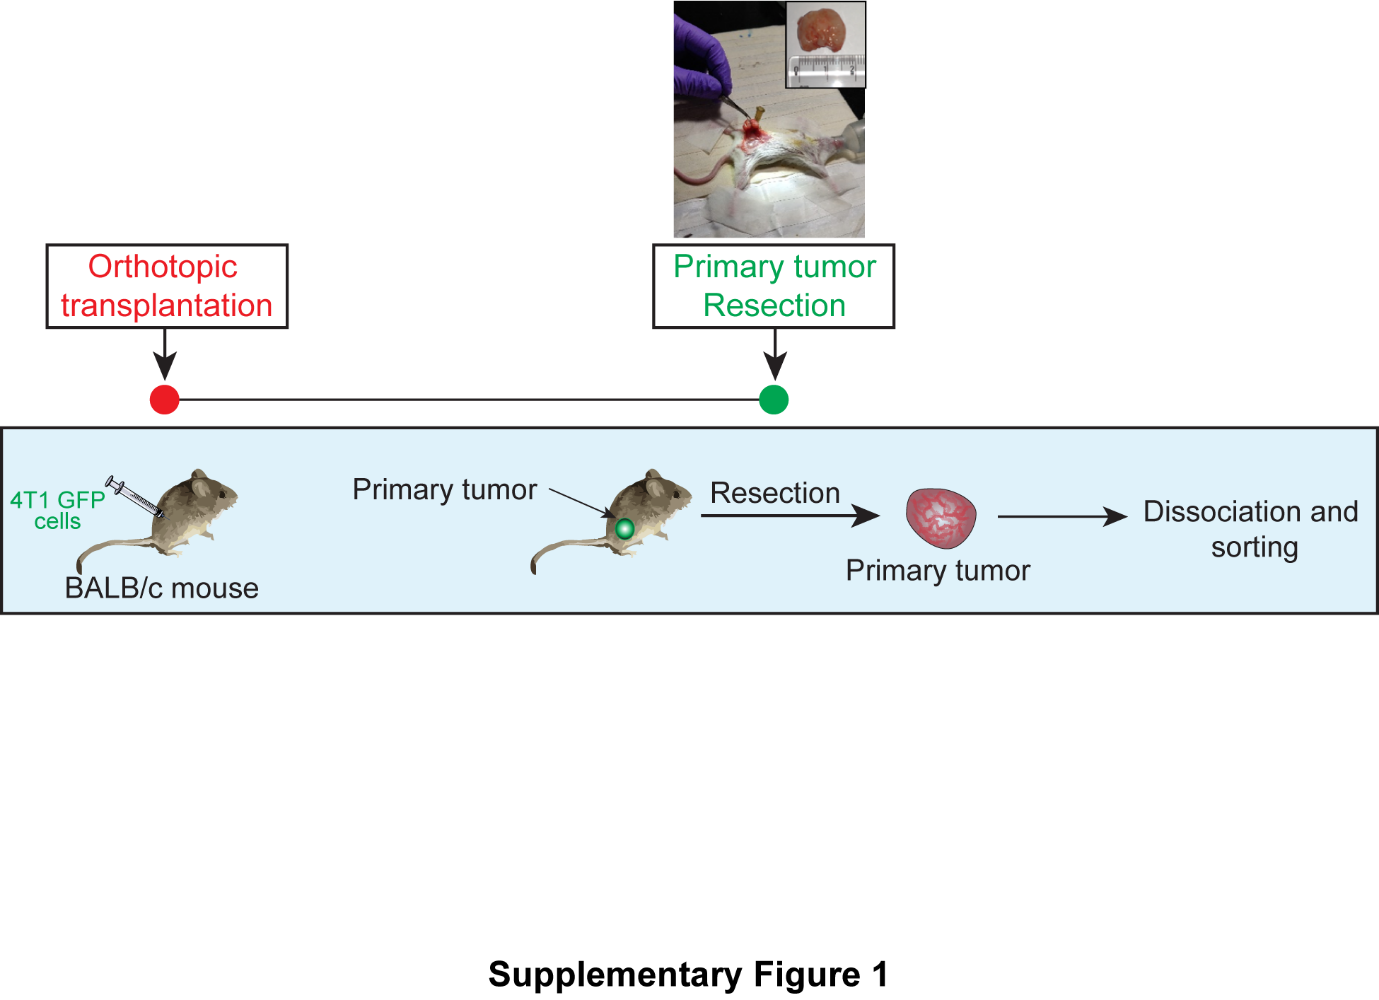
**

**Figure S1.** **Schematic showing the 4T1GFP tumor model** GFP tagged 4T1 cells were orthotopically injected into Balb/c mice. The 4T1GFP tumor thus generated was surgically resected one-month post-surgery which is then dissociated and sorted. Inset shows the primary tumor.

**
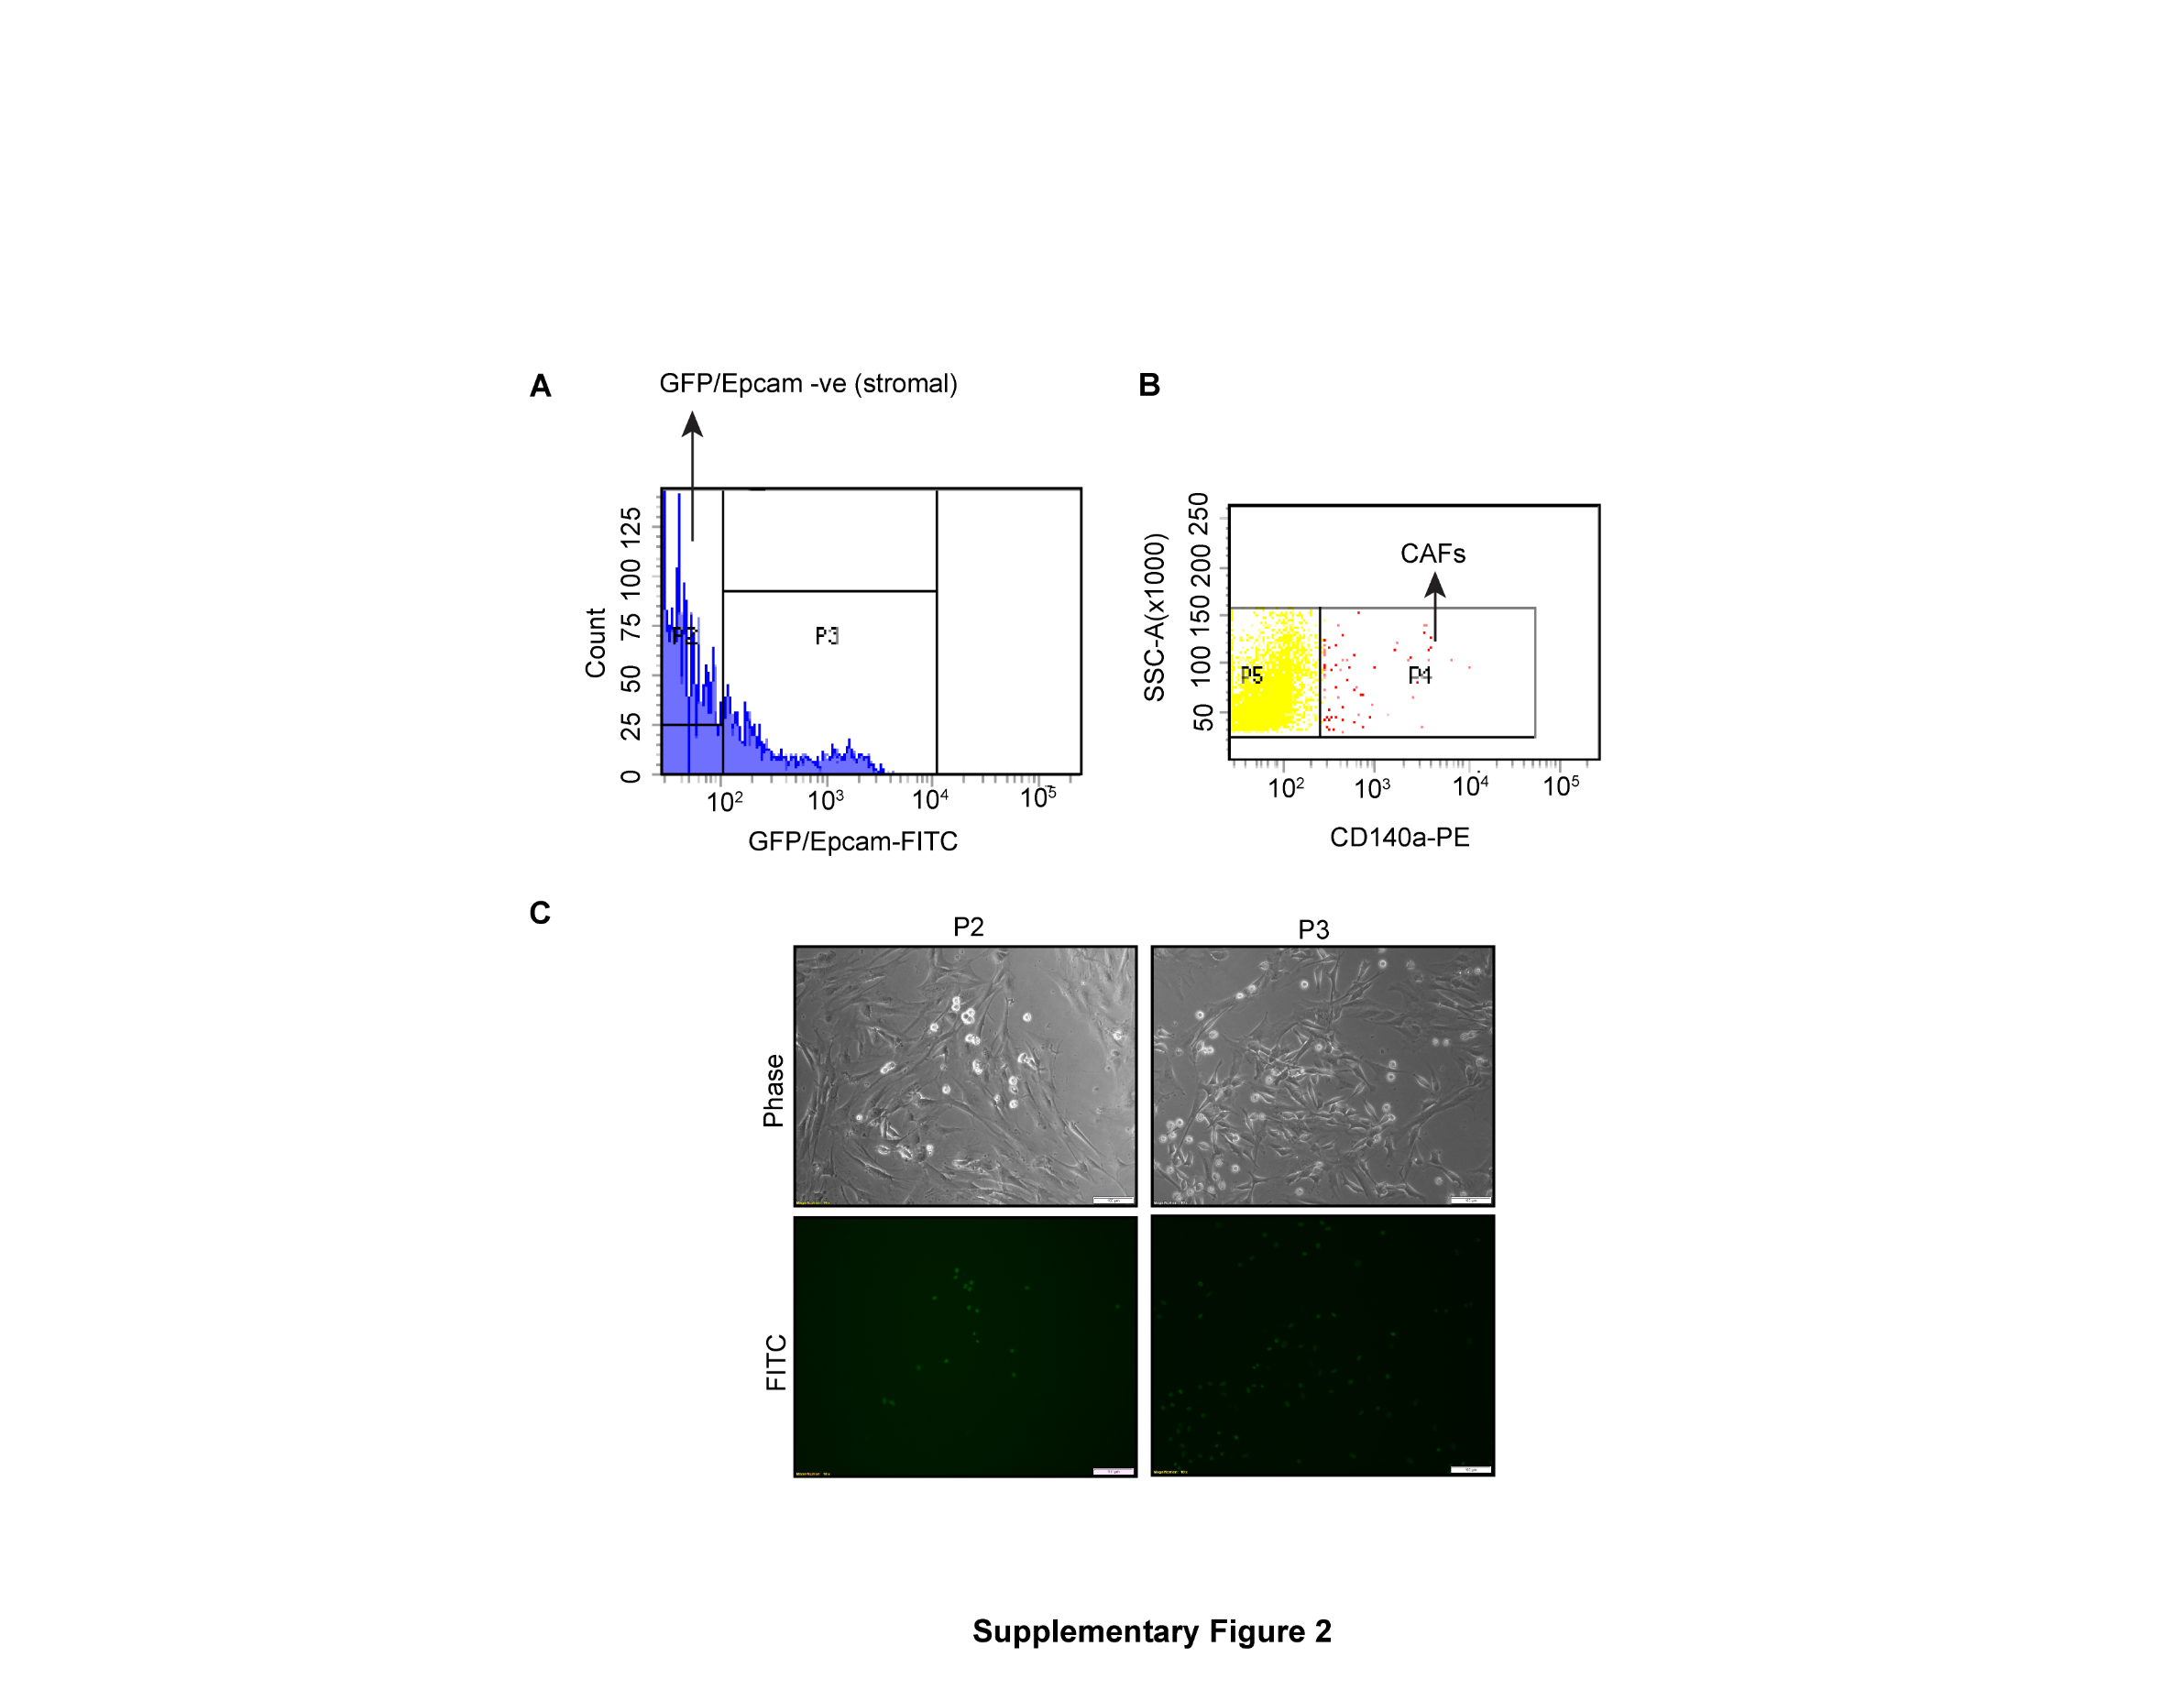
**

**Figure S2.** **Tumor cells outgrew the CAFs** (A) Histogram showing the gating of dissociated primary tumor cells based on GFP, EpCam using FACS. (B) Scatter plot showing the sorting of CAFs from the GFP -ve population based on CD140a expression. (C) Phase contrast and fluorescent microscopy images showing the CAF cell culture in P2 and P3 passages. GFP +ve tumor cells outgrew the CAF cells by the third passage (Magnification 10x).

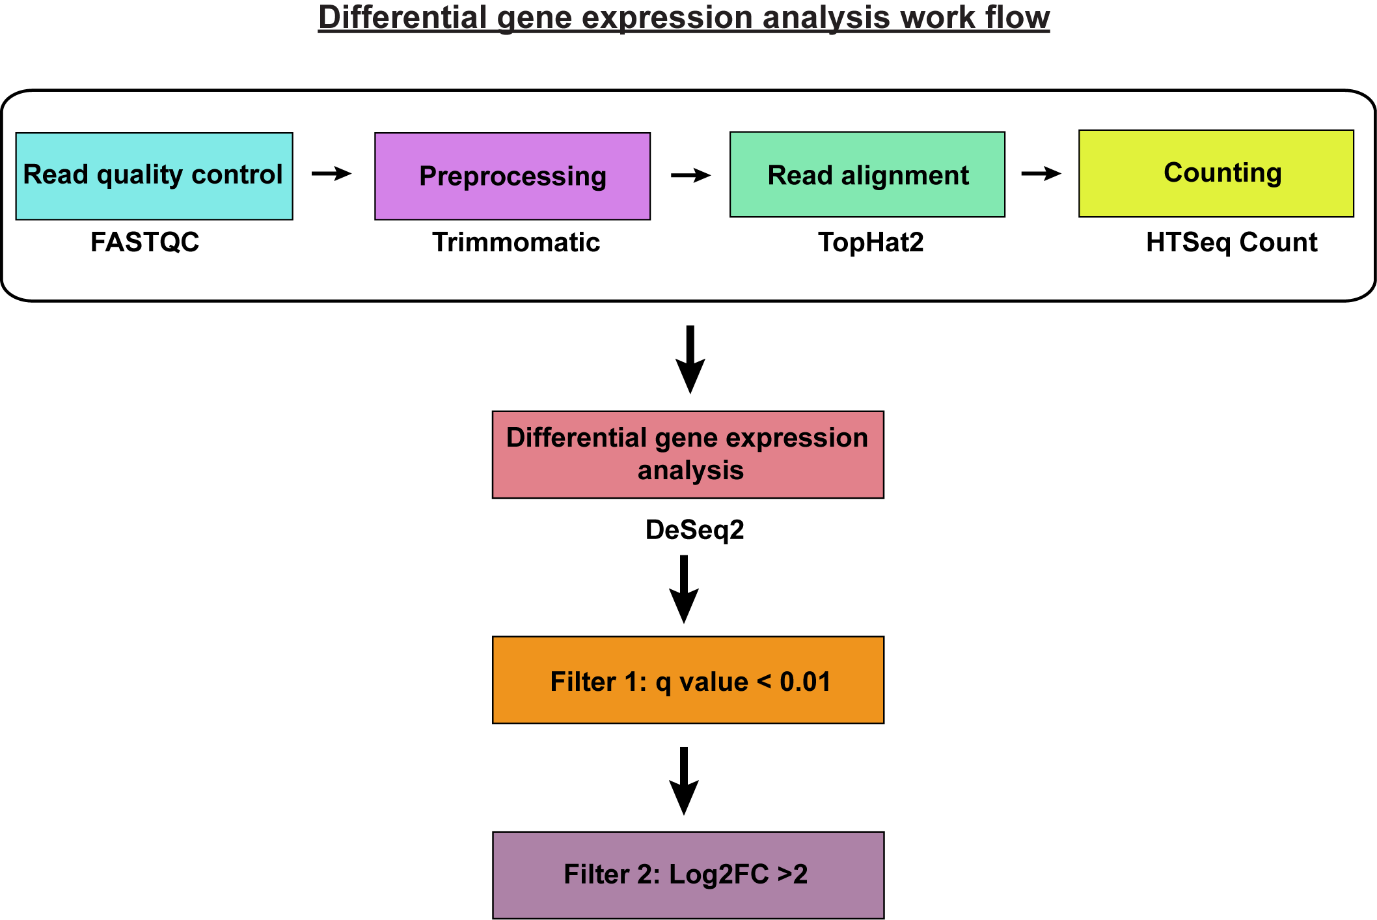

**Figure S3. Differential gene expression analysis.** Schematic showing the computational tools and filters applied for the identification of genes differentially expressed in the T1 cells that contribute to their aggressive phenotype when compared to the T2 cells.

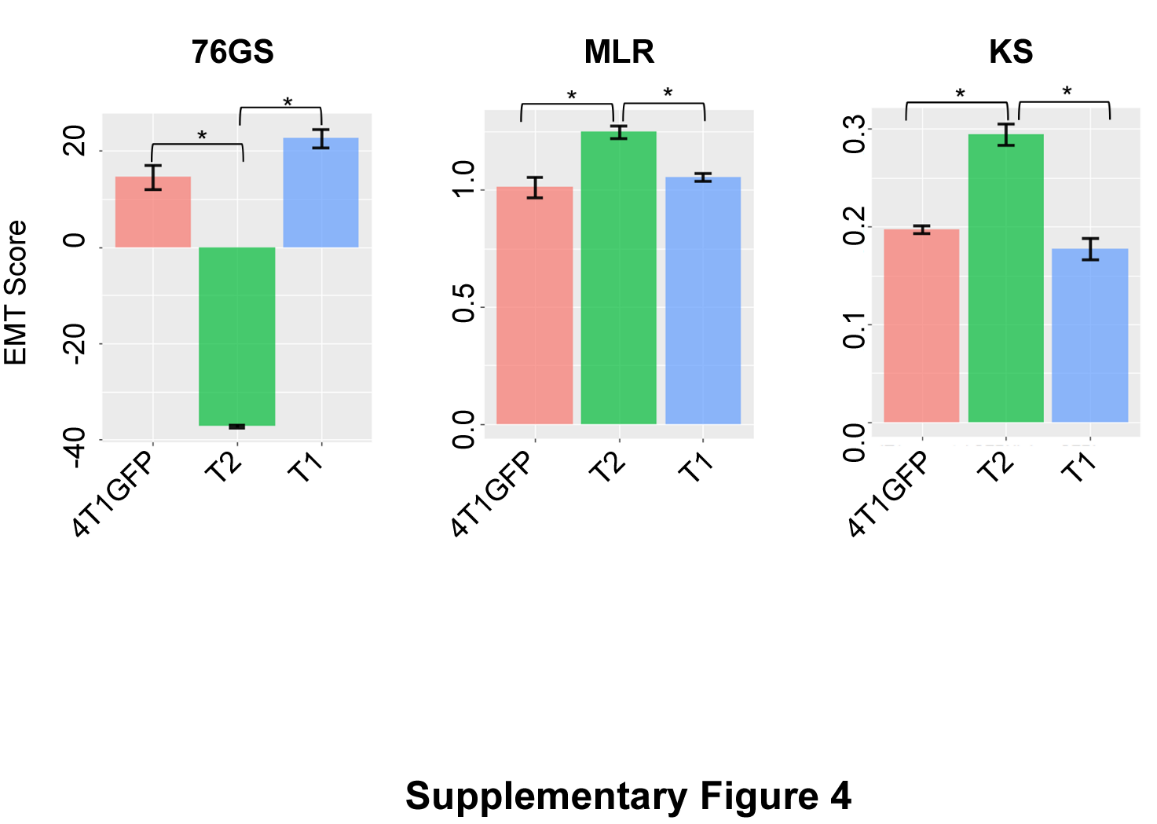

**Figure S4. EMT score analysis reveals the mesenchymal nature of T2 cells.** EMT score was calculated based on the global expression data of T1, T2 and 4T1GFP parental population using three different methods: KS, 76GS and MLR methods as described earlier (Chakraborty et al., 2020). T2 cells displayed higher mesenchymal nature in all the three methods compared to the T1 as well 4T1GFP populations.

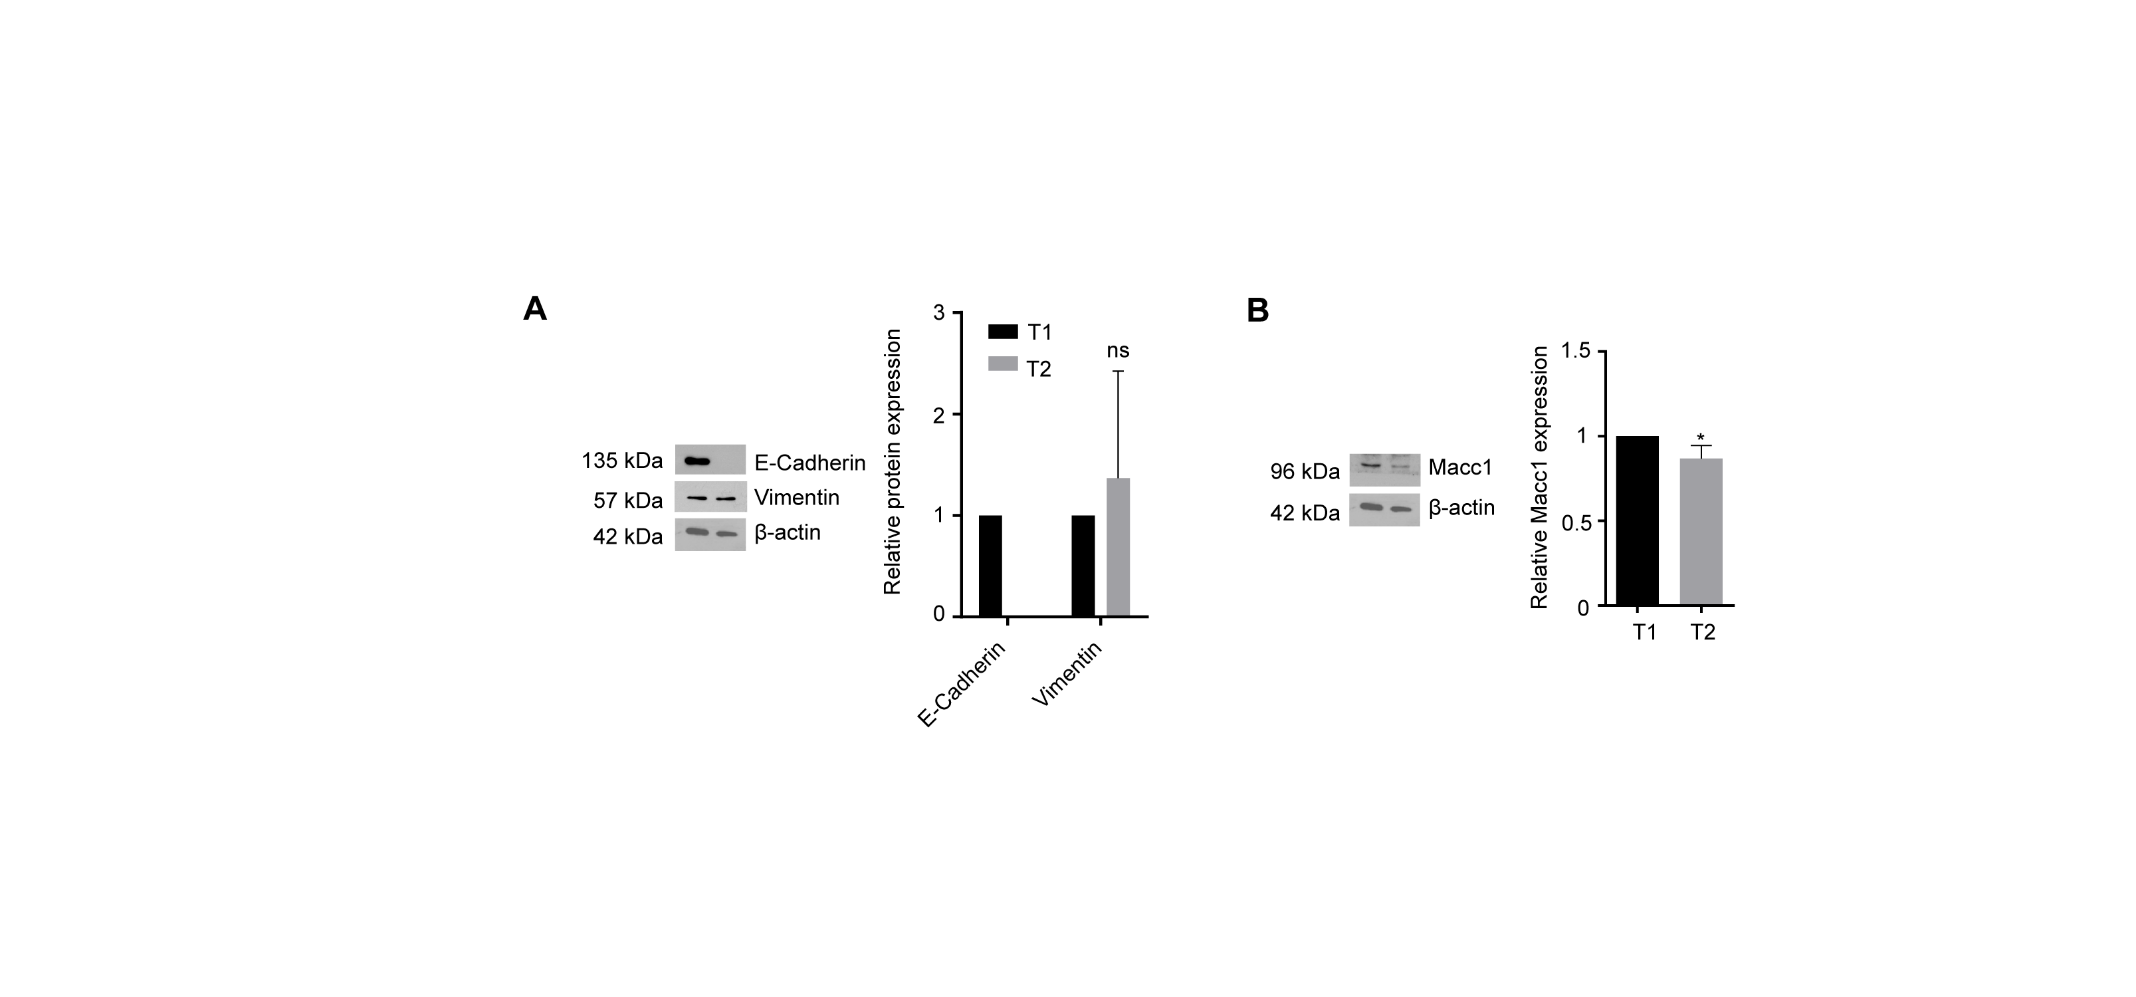

**Figure S5. Expression of E-Cadherin, Vimentin and Macc1 in T1 and T2 cells.**  Protein-level expression of E-Cadherin, Vimentin (A) and Macc1 (B) in T1 and T2 cells analyzed using western blotting. β-actin was used as loading control. Data are expressed as means ± SD, n=3, * p <0.05.

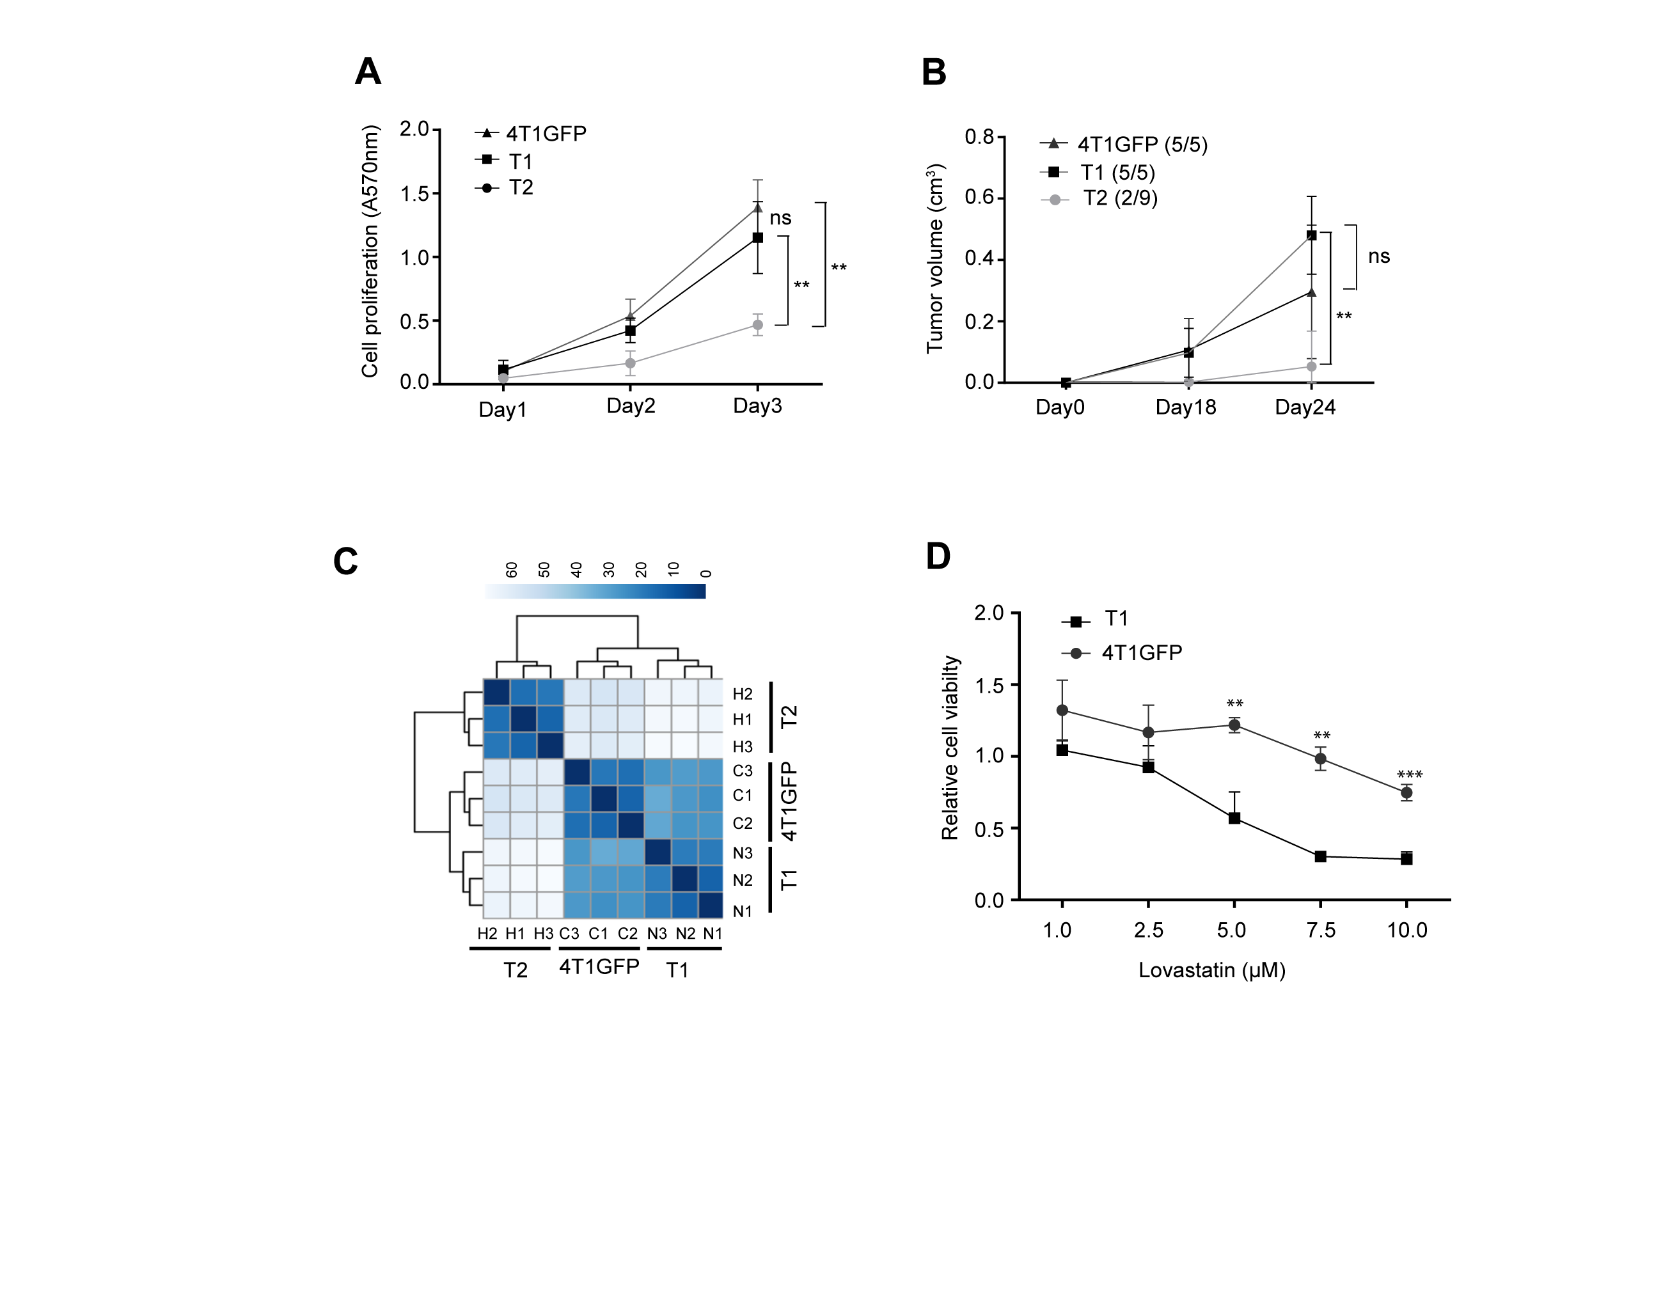

**Figure S6. Comparison between 4T1GFP and T1 cells.** A) Proliferation kinetics of 4T1GFP, T1 and T2 cells analysed using MTT assay. (B) Comparison of the tumor growth curves of mice injected with 4T1GFP (n=5), T1 (n=5) and T2 cells (n=9). In vivo tumorigenic potential of 4T1GFP, T1 and T2 tumor cells were analyzed by injecting 7x10^3^ tumor cells orthotopically into the fourth mammary fat-pad of BALB/c mice. (C) Correlation heatmap showing the gene expression of 4T1GFP parental (C1, C2, C3), T1 (N1, N2, N3) and T2 (H1, H2, H3) samples. (D) Relative cell viability of 4T1GFP and T1 cells treated with increasing concentrations of Lovastatin. 4T1GFP and T1 cells were treated with different concentrations of Lovastatin (1, 2.5, 5, 7.5 and 10 µM) and cell viability after 48 hours was measured using MTT assay. Data are expressed as means ± SD, n=3, ** p < 0.01, *** p < 0.001.

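The distance between samples was measured on the log2(normalized count + 1) values of the 11514 genes compared, for T1 and T2 cells alone. The 9 distances between a T1 and a T2 sample averaged 150.9 ± 2.76 (SD) and ran from 145.7 to 154.0. The 6 distances within a population averaged 39.4 ± 4.60 (SD) and ran from 33.7 to 44.5. The ratio of the averages was 3.83, larger than in each of the other splits of the 6 samples into groups of 3 (exact permutation test over 10 splits, p = 0.1, the smallest they allow). Among the other splits, the largest ratio was 0.921. The ratio moved most without the filter on low counts, to 2.35. The first principal component held 91.3% of the variance.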

| **Mice Number** | **Number of lung metastases** |
| --- | --- |
| 1 | 7 |
| 2 | 9 |
| 3 | 0 |
| 4 | 2 |
| 5 | 14 |

**Table S1. Number of lung metastases formed by mice injected with T2 cells.** 5 mice were injected with 5x10^5^ T1 and T2 cells via tail vein to measure the metastatic potential of the cells. Lungs were harvested and metastases were visualized using hematoxylin and eosin (H&E) staining.

| **Phenotype** | **T1** | **T2** |
| --- | --- | --- |
| Morphology | Adherent | Round |
| Proliferation | High | Low |
| Self-renewal | Low | High |
| Epithelial/Mesenchymal | Epithelial | Mesenchymal |
| Disease Outcome | Aggressive | Less aggressive |

**Table S2.** **Phenotypic characterization of the heterogeneous tumor cell populations.** Table showing the comparison of the *in vitro* and *in vivo* phenotypes of the T1 cells and T2 cells obtained from the 4T1 primary tumor.

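Supplementary Table 3 gives a fold change on the log2 scale, positive where a gene was higher in T1 than in T2 cells, and a p-value for each gene. The log2 ratio of the group means of the normalized counts, with no pseudocount, has a value for 42 of its genes. Across these 42 genes it was correlated with the paper's log2 fold changes, with a Pearson r of 0.842 and a Spearman rho of 0.837. Genes are not independent replicates, so no p-value is given. In place of the ratio of means, the limma log2 fold change gave a Pearson r of 0.916. The paper's values in the table run from 5.45 to 9.61, and 86 of the genes higher in T1 cells had a limma log2 fold change above that lowest value. For the genes of the table, the limma values were higher than the paper's by a median of 1.37. The 86 genes are therefore not a count of genes above the paper's lowest value on its own scale.

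**Figure D4:**
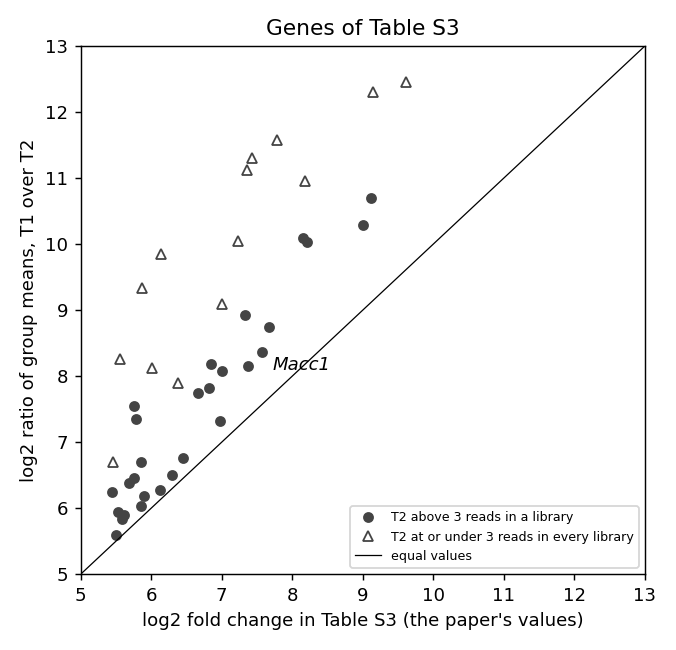
Log2 ratio of the group means of normalized counts, T1 over T2, against the log2 fold change that the paper reports in Supplementary Table 3, for the 42 genes with a T2 mean above 0. Triangles mark genes with at most 3 reads in every T2 library, and all 42 points lie above the line of equal values.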

**Table S3.** **50 candidate genes upregulated in the T1 compared to T2 cells** The DEGs obtained after DeSeq2 analysis was filtered based on q value < 0.01 and Log2 FC >2. The top 50 genes upregulated in the T1 population compared to T2 cells were identified and could be mediating the aggressive phenotype of T1 cells.

| **Sample names** | **Sample** | **76GS** | **MLR** | **KS** |
| --- | --- | --- | --- | --- |
| N3 | T1 | 24.8464719 | 1.0381426 | 0.1736343 |
| N2 |  | 21.9802142 | 1.0704948 | 0.190078 |
| N1 |  | 21.0816129 | 1.062039 | 0.1683389 |
| H1 | T2 | -37.450694 | 1.2640291 | 0.2934783 |
| H2 |  | -36.86977 | 1.2184623 | 0.3062988 |
| H3 |  | -37.275363 | 1.2664043 | 0.2845596 |
| C1 | 4T1GFP(Parental) | 11.9937033 | 1.0375892 | 0.2017837 |
| C3 |  | 17.1188572 | 0.9607885 | 0.1939799 |
| C2 |  | 14.5749679 | 1.0378739 | 0.1953735 |

**Table S4. EMT scores for T1, T2 and 4T1GFP cells** EMT scores were calculated using three different methods (KS, 76 GS and MLR methods) for T1, T2 and 4T1GFP (parental) cells.

| **Name** | **Catalogue number** | **Concentration used** |
| --- | --- | --- |
| Macc1 | 5197 | 1:1000 |
| E-Cadherin | 2E410 | 1:1000 |
| Vimentin | 5741 | 1:2000 |
| β-actin | A-5441 | 1:50000 |

**Table S5. Antibodies used for western blotting**

**References**

CHAKRABORTY, P., GEORGE, J. T., TRIPATHI, S., LEVINE, H. & JOLLY, M. K. 2020. Comparative Study of Transcriptomics-Based Scoring Metrics for the Epithelial-Hybrid-Mesenchymal Spectrum. *Front Bioeng Biotechnol,* 8**,** 220.

How the deposited data were processed for this re-analysis (not part of the article)

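RNA sequencing values of 6 samples were used, 3 replicates of T1 cells and 3 replicates of T2 cells, with the condition of each sample taken from its label and from Supplementary Table 4. The 4T1GFP parental cells and the paper's quantitative PCR, western blot, survival, single cell and animal experiments were not analysed here. The authors removed adapters with Trimmomatic, aligned the reads to mm10 with TopHat2, counted reads per gene with HTSeq and normalized the counts by the median of ratios of DESeq2. The deposited signal is therefore a gene's read count divided by 1 size factor per sample, as the authors made it. The paper's text names no annotation, strand setting or version for these steps. No column of values was left out (0 unused). The share of values that were whole reads, up to rounding, after multiplication by the sample's size factor was 100%. The size factors implied by the values were 1.014 to 1.022 times those computed from the 6 samples alone.

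The table held 24129 gene names. Names of 27 genes had been changed to dates, and 2 of these dates each named more than 1 gene, over 4 entries, so none of these genes is named here. Coordinates came from the GENCODE annotation of the same genome build, in which 23605 names were found, 23105 by symbol and 500 by synonym. Another 40 names were ambiguous and 484 were not found. Exonic length and GC content were available for 11391 of the 11514 genes compared (98.9%).

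The comparison of T1 with T2 cells used limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with a moderated variance that follows the mean. Genes with a mean of at least 10 normalized counts over the 6 samples entered. P-values were adjusted by the method of Benjamini and Hochberg. Following the paper's methods, a gene was taken as different at an adjusted p-value under 0.01 and an absolute log2 fold change above 2. Because whole reads could be recovered, the quasi-likelihood test of edgeR 4.0.16 and the test of DESeq2 1.42.0 were also run on them. The edgeR test gave 973 genes past both filters, of which 955 were among the 964 of limma, and DESeq2 gave 974, of which 956 were. A fold against a population with at most 3 reads in each of its libraries was computed against 3 reads and is given as a lower bound. Intervals and floors cover counting error only. With 3 samples against 3, the smallest exact permutation p-value is 0.1. The tests were tested on simulated data made from the means and library sizes of the real samples. Of 11447 simulated genes 200 were changed, and limma, edgeR and DESeq2 each found all 200 and called 0 of the others. All simulated changes lay well beyond the log2 fold change filter of 2, and the other genes were left without any change. The simulation therefore does not show how the tests do for genes near the filter.

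Apart from genes that the text says were singled out after their values were seen, genes named were chosen by a rule written in advance. They include the genes the paper names in T1 or T2 cells (Macc1, Epcam, Cdh1, Vim, Pdgfra and Nr2f1). Met is also included, which the paper names only as activated by Macc1, with reference to colorectal cancer. The others are the 5 genes with the largest fold changes in Supplementary Table 3 and members of gene lists. The 5 genes with the largest limma log2 fold change in each direction past both filters were also taken. All T1 values of these had to lie on one side of the T2 values. The lists were epithelial, mesenchymal, proliferation, cholesterol synthesis, fibroblast, leukocyte, endothelial and Y-linked genes, and the mouse counterparts of 10 of the genes that the paper found correlated with MACC1 in human cells. The first 4 lists were tested as sets with camera at an inter-gene correlation preset by limma, with an estimated correlation, and with fry, at an adjusted p-value under 0.05. The other lists are described by their values.

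Alternatives covered the pseudocount (0.5 and 5), the filter on low counts (none, or a mean of at least 50), quantile normalization, limma without the variance trend, limma's treat, wider filters (adjusted p-value under 0.05 and log2 fold change above 1), edgeR, DESeq2, the replicate number as a term, and each replicate left out in turn. Their effect is given in the closing section. Positions of genes past both filters were compared with 10000 shuffles. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.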

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

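The tests of endothelial cells and of a few genes taking most of the counts were chosen after the result they bear on was seen, and the other tests in this part before it.

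Genes lower in T1 than in T2 cells drew attention because the paper lists only genes higher in T1 cells. Past both filters, 484 genes were lower in T1 cells, against 480 higher. Technical explanations for these 964 genes were tested by fitting the data again. Among genes with a known length and GC content, 959 were past both filters. After the trend with GC content was removed 954 were, 950 of them among the 964 and in the same direction, and after the trend with exonic length was removed 960 were, 943 of them among the 964. With every library thinned to 18133227 reads 949 genes passed, 943 of them among the 964, and quantile normalization in place of the authors' scaling gave 963, of which 956 were among the 964. This argues against GC content, length, depth and the authors' scaling as the whole cause. The 10 most abundant genes took between 5.06% and 5.49% of the counts in each library, which argues against a few genes taking most of the counts. A mislabelled sample is argued against by the distances between samples, of which the smallest between populations was 3.27 times the largest within one. Of the 10 splits of the 6 samples into groups of 3, only 1, the real one, gave as many genes. Each of the other 9 splits gave 0, with 8 to 208 genes at an unadjusted p-value under 0.05, against 7610 in the real split. These other splits mix T1 and T2 samples within a group, so the difference between the populations widens the spread there. Few calls were therefore bound to result, and these splits do not show what samples without a difference would give. The same limit holds for the splits of the gene lists below. A design of 3 against 3 cannot give a share of splits under 0.1. A biological difference between the populations is a hypothesis left open, found and examined on the same data. Culture conditions at harvest or sample preparation that differed between T1 and T2 cells would be confounded with the populations. They stay open for these genes as well.

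The 5 genes with the largest fold changes among those lower in T1 cells were abundant in T2 cells and are not discussed by the paper. Sele had a mean of 4627 ± 76.8 normalized counts in T2 cells (SD, n = 3) and at most 2 reads in a T1 library, at least 1561-fold lower in T1 cells. Selp, whose span overlaps annotated transcripts on the other strand, had a mean of 4718 ± 468 in T2 cells and was at least 1592-fold lower in T1 cells. Ube2ql1 had a mean of 2176 ± 229 in T2 cells and was at least 734-fold lower. Bpifb4 had a mean of 1355 ± 237 in T2 cells and was at least 457-fold lower. Scara5 had a mean of 3425 ± 410 in T2 cells, and the T1 libraries held 5, 4 and 0 reads of it. Its log2 fold change was -10.10, and -9.29 without T1 replicate 3. Sele and Selp encode selectins, which endothelial cells express, so endothelial cells in the T2 culture were a candidate source. The values argue against it. None of 8 endothelial genes had enough reads to be compared, the highest value of any of them in a T2 library was 13.3 normalized counts, and Pecam1, Cdh5 and Kdr reached at most 4.64. What switches these genes between the populations was not tested.

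Cells of another type in the T2 culture could also lower the share of epithelial RNA there, since both populations were sorted from a culture of cancer associated fibroblasts that tumor cells had outgrown. The abundant fibroblast transcripts Col1a1, Col1a2 and Col3a1 reached at most 0.979 normalized counts in a T2 library, which argues against fibroblasts. Of 14 fibroblast genes 5 had enough reads, with a median log2 fold change of 1.72 and 3 of them higher in T1 cells. Col6a1 and Pdgfra were lower in T1 cells, so the list did not move as a set. Pdgfra and 2 other genes of the 5 belong to other lists or to Supplementary Table 3. Ptprc, Tyrobp, Laptm5 and Coro1a reached at most 12.1 normalized counts in a T2 library, which argues against leukocytes. Of 16 leukocyte genes 2 had enough reads, Cd14 and Cd68, with a median log2 fold change of 0.83. The Y-linked genes had 0 reads in every library, so cells of a male animal are argued against as well. Cells of a female host would have no such reads either, so this does not test for them. For the epithelial list, 1 of the 10 splits of the samples, the real one, gave as large a shift, and for the mesenchymal list also 1 of the 10 splits. Cells without epithelial RNA would lower all genes of the epithelial list by a similar factor. The log2 fold changes of its 16 genes compared ran instead from 0.10 to 10.36. Among abundant ones, Krt8 had 0.20 and Cdh1 4.98. This argues against such cells as the whole cause. That leaves a difference between the tumor cell populations themselves as a hypothesis for their epithelial genes. Culture conditions stay open here as well.

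Genes of cholesterol synthesis were higher in T1 cells, a group of genes that the paper does not discuss in its RNA sequencing. All 18 genes of the list were higher in T1 cells, with a median log2 fold change of 2.30 and a range from 0.75 to 3.20. Of these, 12 passed both filters. All 18 reached an adjusted p-value under 0.01 over all genes compared, and 18 when adjusted over the list alone. The list had an adjusted p-value of 2.1e-11 in limma's camera and 1.2e-05 in fry, but 0.0543 with an estimated correlation, which is not past 0.05. The median was 2.29 after the GC trend was removed, 2.34 after the length trend was removed and 2.30 under quantile normalization, so these biases are argued against as its cause. Of the 10 splits of the samples, 1, the real one, gave as large a shift. Activity of the sterol pathway that differs between the populations is a candidate explanation. Culture conditions such as cell density or medium at harvest would be confounded with the populations and stay open.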

How the results depend on the processing

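The alternatives were chosen before the data were examined, except DESeq2 with a normal prior on the fold changes, the ratio of group means for single genes and T2 means raised to 3 reads, which were chosen after seeing the data.

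All 50 genes of Supplementary Table 3 stayed past both filters in each of the 18 alternatives run for them. Macc1 kept its direction in all 19 of its alternatives, from 7.44 to 8.37, and its side of both filters in the 18 that give a p-value, which the ratio of group means does not. The 17 other single genes that were refitted are Met, the genes the paper names in these cells and those with the largest fold changes. They also kept their direction in the 17 alternatives run for each, and their side of both filters in the 16 that give a p-value. Other members of the gene lists and Krt7 were not refitted one by one. The median of the epithelial list ran from 3.05 to 4.76, that of the cholesterol list from 2.27 to 2.35 and that of the proliferation list from -0.25 to -0.11, each on the same side of its threshold in 15 alternatives. The number of genes of Supplementary Table 3 among the 50 highest ratios ran from 32 to 44.

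Testing against a log2 fold change of 2 with limma's treat gave 247 genes higher and 210 lower in T1 cells, and wider filters gave 1135 and 1310. Both follow from the stricter and the wider thresholds themselves. Without 1 replicate, 444 to 500 genes were higher and 447 to 511 lower. Without the filter on low counts 1272 genes passed, all 964 among them. With a mean of at least 50 normalized counts 659 genes passed, 322 higher and 337 lower in T1 cells, all 659 among the 964.

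The mesenchymal list depended on the processing. Its median reversed to 0.034 without the filter on low counts (adjusted p = 0.411 in limma's camera), where 4 genes with few reads entered, all 4 higher in T1 cells. Its adjusted p-value passed 0.05 with a mean of at least 50 (median -1.43, adjusted p = 0.00455), with edgeR (-1.30, adjusted p = 0.00666) and with DESeq2 (-1.30, adjusted p = 0.000197). It also passed without T1 replicate 2 (-1.40, adjusted p = 0.0136) and without T1 replicate 3 (-1.51, adjusted p = 0.0194). Over its 15 alternatives the adjusted p-value ran from 0.000197 to 0.411. Across the fits that each left out 1 replicate, the median ran from -1.51 to -0.98. Beyond the genes that enter or leave with the filter, the cause was not tested.

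The correlation with Supplementary Table 3 rose from 0.842 to 0.916 with limma's fold changes and to 0.958 with DESeq2 and a normal prior, and ran from 0.837 to 0.896 without 1 replicate. The ratio of distances between and within populations was 2.35 without the filter on low counts and 4.34 with a mean of at least 50. It ran from 3.66 to 4.05 without 1 replicate. The cause was not tested.

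T1 and T2 replicates share numbers, so the replicate number was also fitted as a replicate block. It gave 481 genes higher and 486 lower, with all 964 genes among them, and changed no call of Macc1, of the 17 other genes refitted or of a list. Deviations of samples with the same number were correlated weakly, at 0.0575, 0.172 and 0.104. Samples with different numbers were not compared in this way, so these values do not decide whether the numbers pair the samples.

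Depth limits the folds of genes with at most 3 reads per library in 1 population. Folds computed against 3 reads are lower bounds, while the fitted values of these genes depend on the pseudocount. Genes near 0 in both populations have no fold.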

Differences from the paper's values

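The log2 fold changes of Supplementary Table 3 and those computed here are both log2 values in the same direction, T1 over T2. The paper's text does not state whether a prior on the fold changes was used. It also does not state whether the parental cells entered its DESeq2 fit. What the gaps below mean therefore stays open. Macc1 had a log2 fold change of 8.13 here against the paper's 7.57. With a pseudocount of 5 it was 7.44, which differs from the paper's value by less than the spread between replicates, and none of the other alternatives set before the data were examined closed the gap. Fgfbp1 was at least 10.87 higher in T1 cells on the log2 scale against the paper's 9.61. With a pseudocount of 5 its fitted value was 9.84, the nearest to the paper's, but it lies under that lower bound and differs from the paper's value by more than the spread between replicates, an SD of 0.106 on the log2 scale. By that spread, none of the alternatives set before the data were examined closed the gap. Dsg2 was at least 10.13 higher against the paper's 9.14. With a pseudocount of 5 its fitted value was 9.15, close to the paper's, but it lies under that lower bound because it depends on the pseudocount. Dsp had 10.31 against the paper's 9.12, and 9.16 with a pseudocount of 5. For Dsg2 and Dsp, none of the other alternatives set before the data were examined closed the gap. Krt14 had 10.36 against the paper's 9.00. This difference is smaller than the spread between replicates on the log2 scale, an SD of 1.52, which a T2 library without a read of Krt14 widens, and the values were therefore compared by whether the folds differ by more than 1.5 times. By that measure a pseudocount of 5, with 8.98, closed the gap and none of the other alternatives set before the data were examined did, the nearest being 9.59 without T2 replicate 3. DESeq2 with a normal prior on the fold changes, which was chosen after seeing the values, gave 9.66 for Dsp and 9.43 for Krt14 and closed these gaps, and left those of Macc1, Fgfbp1, Dsg2 and Cldn4 open. Cldn4 had 9.84 against the paper's 8.20, and none of the alternatives set before the data were examined closed the gap.

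Of the genes of Supplementary Table 3, 28 had more than 3 reads in a T2 library. The log2 ratio of group means was higher than the paper's value in all 28, by a median of 0.80. Over the same 28 genes the limma log2 fold change was higher by a median of 0.58, the DESeq2 log2 fold change by 0.80, and the DESeq2 value with a normal prior, chosen after seeing the values, by 0.21. The other 22 genes have only a lower bound, computed against 3 reads, which was above the paper's value in all 22 and over 1.5 times the paper's fold in 7.

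The quantitative PCR of Figure 2C measured the same mRNAs by another assay. Cdh1 was 31.7 times as high in T1 as in T2 cells here against about 24 in Figure 2C, read by eye. In T1 cells, Vim was 0.224 of its level in T2 cells against about 0.26, and Nr2f1 0.112 against about 0.11. Cdh1, Vim and Nr2f1 were not counted as different, while Epcam and Pdgfra, whose gaps were larger in proportion, were. The gaps of Cdh1 and Vim were nevertheless larger than the spread between replicates here, an SD of 1.94 for Cdh1 and 0.0243 for Vim. Epcam was 90.5 times as high in T1 as in T2 cells here against about 25 in Figure 2C, read by eye, and none of the alternatives set before the data were examined closed the gap. Pdgfra in T1 cells was 0.181 of its level in T2 cells here against about 0.34 in Figure 2C, read by eye. Without T2 replicate 3 it was 0.200, the nearest to the paper's value, which still differed by more than the spread between replicates here, an SD of 0.0236. The paper's text gives no number for the error of Figure 2C, so whether 0.200 lies within it cannot be decided. None of the other alternatives set before the data were examined closed the gap.

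The paper places Macc1 at rank 10 of its table. Here it ranked 19 by the ratio of group means, among genes with a T2 read, and 19 by the limma log2 fold change. Supplementary Table 3 is described as the top genes higher in T1 cells, and 8 of its genes had no T2 read and so no ratio. Of its 50 genes, 34 were among the 50 highest ratios here. With T2 means raised to 3 reads, and with DESeq2 and a normal prior, both chosen after seeing the values, 44 were. Krt7, singled out after its values were seen, is not in the table and had 33024 ± 6133 normalized counts in T1 cells (SD, n = 3) and 105, 134 and 583 in the T2 libraries, a log2 fold change of 7.33. Its T2 mean was 274, and 119 without T2 replicate 3.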

Other observations

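The tests on parts of chromosomes and on genes beside neighbouring pairs were chosen after the medians of the chromosomes and the counts of neighbouring pairs were seen, and the other tests in this part before their result.

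The quantitative PCR of Figure 2C names genes that can be read here as well. Pdgfra had 199 ± 7.98 normalized counts in T1 cells and 1099 ± 171 in T2 cells (SD, n = 3 each), a log2 fold change of -2.45, and Nr2f1 136 ± 15.7 and 1213 ± 35.4, a log2 fold change of -3.15. Both overlap an annotated antisense gene, and the paper's text does not state whether reads were counted by strand. Vim had a log2 fold change of -2.15, while the paper found no significant change of its protein. The paper describes Macc1 as an activator of MET with reference to colorectal cancer, and does not report Met in T1 or T2 cells. Met had 4335 ± 84.8 normalized counts in T1 cells and 4556 ± 283 in T2 cells, a log2 fold change of -0.07 (adjusted p = 0.423, limma with Benjamini-Hochberg adjustment). Over its alternatives this adjusted p-value ran from 0.252 to 0.798, so no difference of Met was detected despite the difference of Macc1.

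The paper reports that T1 cells proliferated faster in the MTT assay. In a list of 24 proliferation genes, the median log2 fold change was -0.16, with 9 genes higher and 15 lower in T1 cells. At an adjusted p-value under 0.01, 4 were higher and 9 lower over all genes compared, and 4 higher and 10 lower when adjusted over the list alone. Plk1 had a log2 fold change of 0.65, Mki67 of -0.09, Top2a of -0.75 and E2f1 of -1.13. The list had an adjusted p-value of 0.203 in limma's camera, 0.6 with an estimated correlation and 0.0282 in fry. Of the 10 splits of the 6 samples, 1, the real one, shifted the list as much. No shift of the proliferation genes toward T1 cells was seen in any of the 15 alternatives, of which the highest median was -0.11.

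The paper lists human genes correlated with MACC1 in single cells. The list used here, fixed before the data were examined, leaves out CD26 and CALML5 of Figure 5D, so the numbers do not cover them. The mouse counterparts of the other 10 genes, all compared here, had a median log2 fold change of 0.04, with 6 higher and 4 lower in T1 cells. At an adjusted p-value under 0.01, 2 were higher, Cldn4 and Hsp90aa1 (0.95), and 4 lower, Fth1, S100a11, S100a6 and B2m, with the same numbers when adjusted over the list alone. Cldn4 is also in the epithelial list and in Supplementary Table 3.

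Genes past both filters in the same direction lay beside each other more often than when placed at random. Among 11367 pairs of neighbouring genes, 117 were of this kind, against a mean of 40.1 and at most 70 in 10000 shuffles. Shuffling within each chromosome gave a mean of 40.9 (permutation p = 0.0001, the smallest that 10000 shuffles can give), which argues against whole chromosomes as the cause. Without pairs of related names 83 remained against 38.6 (permutation p = 0.0001), and without overlapping pairs 105 against 35.7 (permutation p = 0.0001), so related genes and shared reads are argued against as the whole cause. Runs of at least 3 genes included Mmp13, Mmp1b, Mmp3, Mmp1a and Mmp10 on chromosome 9 from 7272514 to 7510240, lower in T1 cells, and Krt19, Krt14, Krt16 and Krt17 on chromosome 11 from 100140810 to 100261029, higher in T1 cells. These runs were chosen after their values were seen, and members of such families may share reads. If the pairs lay in larger segments of changed copy number, the genes beside them would move too. The 183 genes beside the pairs that were not past both filters themselves had a median log2 fold change of 0.26 in the direction of the pair, and 65.6% moved that way. Genes beside the pairs with strong changes are left out of this number by the filters, so it does not decide and copy number of larger segments stays open.

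The median log2 fold change also differed between chromosomes, from -0.38 on chromosome 3 to 0.34 on chromosome 8. The range of 0.73 exceeded the largest range of 0.25 in 1000 shuffles of the genes. Each of the 20 chromosomes was split at its middle gene. The medians of both parts were correlated across chromosomes, with a Spearman rho of 0.809 and a Pearson r of 0.916 (one-sided permutation p = 0.0001 each, the smallest that 10000 shuffles can give). After the GC trend was removed the Spearman rho was 0.824 (one-sided permutation p = 0.0001), which argues against GC content. With 3 correlations computed, adjustment by Benjamini and Hochberg leaves these p-values at 0.0001. Such a chromosome-wide shift is consistent with differences in whole-chromosome copy number between T1 and T2 cells, a hypothesis found and tested on the same data. DNA was not analysed here.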
